# Effects of scanning sensitivity and multiple scan algorithms on microarray data quality

**DOI:** 10.1186/1471-2105-11-127

**Published:** 2010-03-12

**Authors:** Andrew Williams, Errol M Thomson

## Abstract

**Background:**

Maximizing the utility of DNA microarray data requires optimization of data acquisition through selection of an appropriate scanner setting. To increase the amount of useable data, several approaches have been proposed that incorporate multiple scans at different sensitivities to reduce the quantification error and to minimize effects of saturation. However, no direct comparison of their efficacy has been made. In the present study we compared individual scans at low, medium and high sensitivity with three methods for combining data from multiple scans (either 2-scan or 3-scan cases) using an actual dataset comprising 40 technical replicates of a reference RNA standard.

**Results:**

Of the individual scans, the low scan exhibited the lowest background signal, the highest signal-to-noise ratio, and equivalent reproducibility to the medium and high scans. Most multiple scan approaches increased the range of probe intensities compared to the individual scans, but did not increase the dynamic range (the proportion of useable data). Approaches displayed striking differences in the background signal and signal-to-noise ratio. However, increased probe intensity range and improved signal-to-noise ratios did not necessarily correlate with improved reproducibility. Importantly, for one multiple scan method that combined 3 scans, reproducibility was significantly improved relative to individual scans and all other multiple scan approaches. The same method using 2 scans yielded significantly lower reproducibility, attributable to a lack-of-fit of the statistical model.

**Conclusions:**

Our data indicate that implementation of a suitable multiple scan approach can improve reproducibility, but that model validation is critical to ensure accurate estimates of probe intensity.

## Background

DNA microarrays allow analysis of genome-wide gene expression. While an entire transcriptome can theoretically be quantified on a single array, in practice a proportion of probes analysed will not provide quantifiable signal. For example, when scanning any complex biological sample hybridized to a microarray, low copy number genes may emit low fluorescence signals not detectable above background; conversely, high copy number genes may emit fluorescence signals that are saturated. To maximize the amount of data acquired from a single microarray scan, the user attempts to generate a scan that spans the entire intensity range by selecting appropriate photo-multiplier tube (PMT) settings. In selecting the PMT of the scanner, the user has two major concerns: quantification error associated with image analysis (e.g., distinguishing signal from background) and signal saturation associated with the selection of scanner sensitivity [1-12]. If the microarray is scanned at a low sensitivity, more probes may be within background and thus there is uncertainty associated with the measured signal intensity (quantification error). If the sensitivity is set too high, more probes will be saturated (data censoring). If filtering absent or saturated probes prior to statistical analysis, having probes in the background or probes with saturated signal intensities results in fewer probes that can be assessed for statistically significant changes.

The range of fluorescence intensities on an array is unknown prior to scanning. As a result, the optimal PMT setting is not known. Currently there is no objective guideline for selecting the optimum scanner setting [2,10,11]. However, a number of approaches have been proposed to maximize the amount of data acquired from an array. Using lower sensitivity scans to minimize the number of probes with saturated signal intensity may be considered preferable, as it ensures that data can be obtained for the greatest number of probes [3]. Others suggest that high sensitivity settings should be used to obtain quantifiable fluorescent signals from low copy number genes that may be close to background [2]. A third possibility is that if a small set of scans is available, the optimal scan may be determined following assessment by a given metric, such as the signal-to-noise ratio (SNR) [1,4]. As no single scan may be optimal for all probes, taking the union of data generated from a number of individual scans may be an effective method for extracting additional information from an array [11]. Having the majority of the expression data in the centre of the intensity range (i.e. around 256 fluorescent units) is an alternative metric [5,13]. However, Sharov et al. [12] suggested that this may result in too many probes within background, and so aiming for an average intensity [log(R × G)/2] between 10 to 12 (1024 to 4096 fluorescent units (FLUs)) may be preferable. Unless scanning at very high PMT, overall there are more probes in the background than at saturation. Approaches that improve quantification of low copy number probes would therefore be advantageous.

An appealing alternative to these single scan approaches is to combine data from two or more scans at different scanner sensitivities to yield an improved estimate of gene expression for a greater proportion of microarray probes [1-10]. Such an approach would use information acquired from both high and low sensitivity scans to improve quantification of low and high copy number genes respectively. This should theoretically increase the quantity of useable data. A number of multiple scan approaches have been presented in the literature [1-10]. To our knowledge, there has been no systematic comparison of multiple scan approaches. Multiple scan approaches do come at a cost, namely increased scanning and computational time compared with single scan approaches. Such a comparison would therefore be of use in determining whether a multiple scan approach is warranted, and if so, which multiple scan approach to use. In order to determine the best approach, a number of questions should be addressed: (1) Is reproducibility greater at low or high scanning intensity? (2) Do multiple scan approaches increase the dynamic range (i.e. the range of useable data above background and below 10% of saturation)? (3) Do combinations of scans of the same microarray improve data reproducibility? (4) Are there differences in the reproducibility of data among multiple scan approaches?

In the present study we used data produced in our laboratory from 40 technical replicates scanned sequentially at different laser settings to compare three different approaches to combining multiple scans [1-3]. The first approach (Lyng et al. [1]) estimates the multiplicative scaling effect of the scanner using a subset of the high intensity probes not affected by saturation. This scaling is then applied to the data obtained from the low scan to impute probes affected by saturation. The second approach (Garcia de la Nava et al. [2]) uses all the data to estimate the multiplicative scaling effect using robust regression and then minimizes an objective function for each probe to estimate the signal intensity. The third approach (Khondoker et al. [3]) uses a functional regression model to fit the data from multiple scans to obtain a single estimate of gene expression. Individual scans at low, medium and high sensitivity were compared with these multiple scan approaches using a variety of metrics including SNR, mean and coefficient of variation of the negative control probes, and proportion of useable data. To compare data reproducibility across approaches, a Spearman correlation analysis of the technical replicates was conducted. Our data indicate that employing a multiple scan approach can improve reproducibility over a subset of the intensity range.

## Results

To enable comparison of single scan and multiple scan approaches, we employed data from a recent 2-colour experiment [14] that included forty replicates of a commercially-available reference RNA. 

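The deposited data hold 280 samples, which are 7 approaches applied to each of 40 arrays: the low, medium and high scans, the method of Lyng et al., CSML, and the Khondoker et al. method with 2 scans and with 3 scans. Each array carried 22575 spots, of which 162 were negative controls, 1257 were control spots of any kind and 21318 were probes for transcripts. After averaging the spots of the 50 probes that were printed several times, 20868 unique probes remained, of which 17786 were paired with a single gene, 16 with several genes and 3066 with no gene, for 16504 genes in all. The Cy3 RNA was a pool of RNA from mouse cell lines and was the same on every array, so the 40 arrays are technical replicates and every p-value given here measures the spread between arrays only. The arrays fell into 7 hybridization blocks of 4 or 8 arrays, and the PMT setting of each scan was constant within a block.
The authors took the log2 of the median signal of each spot, without background subtraction, combined the scans of an array where the approach required it, and applied cyclic lowess normalization between the 40 arrays of each approach. The values used here are these normalized log2 intensities, and the intensities of the 120 individual scans before normalization served for the saturation counts, the residuals and the alternatives. Differences between approaches were tested over the same 40 arrays with paired t-tests, Bonferroni-adjusted over the 21 pairs of approaches. To ask which genes gained or lost level relative to the rest of the array, each array was centred on its median and the 40 paired differences from the low scan were tested for each probe against a change of 1.5-fold with limma, adjusted by Benjamini-Hochberg. The spread of each probe between arrays was compared with the Pitman-Morgan test for paired variances, adjusted in the same way over all probes. The 16 gene lists and the rule for the genes to be named were written before the data were examined. Probes whose mean over the 40 arrays exceeded the mean plus 3 SDs of the negative controls are called above background.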

Mouse Universal Reference RNA (Stratagene, CA, USA) was labeled with Cy3 and hybridized to Agilent 22K DNA microarrays. Cy5-labelled lung RNA samples were also hybridized, as described previously [14], but data from the Cy5 channel were not used in the present analysis. Chips were scanned at 3 PMT settings on a ScanArray Express (Perkin-Elmer) scanner ranging from 59-65 for the low sensitivities, 75-81 for medium and 85-88 for high. Summary statistics of the median intensity of arrays at low, medium, and high scan (Table 1) revealed that the low scan in the present study had an average normalized log2 median intensity of 7.27 and ranged from 7.24 to 7.28. In comparison, the medium sensitivity yielded a median signal intensity of 8.95 and ranged from 8.91 to 8.98. The high scan ranged from 9.86 to 9.97 with a median of 9.91 across the 40 microarrays.

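Pou5f1, a transcription factor of pluripotent cells, had a log2 intensity of 7.08 ± 0.12 (SD, n = 40 arrays) in the low scan, 8.65 ± 0.27 in the medium scan and 9.49 ± 0.28 in the high scan. Lat, an adaptor of T cell receptor signalling, had 9.0 ± 0.28, 11.20 ± 0.30 and 12.30 ± 0.30 in the same scans. Cdc20, an activator of the anaphase-promoting complex, had 12.44 ± 0.26, 14.81 ± 0.24 and 15.86 ± 0.24. Over all spots of an array, the median log2 intensity was 7.26 ± 0.011 (SD, n = 40) in the low scan, 8.95 ± 0.017 in the medium scan and 9.93 ± 0.020 in the high scan. It ran from 7.24 to 7.28, from 8.92 to 8.997 and from 9.89 to 9.98. Before normalization between arrays, the medians spread further, with SDs of 0.29, 0.30 and 0.18.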

**Table 1:** Summary statistics of the median intensity of arrays at low, medium, and high scan.

Scan	Mean	Median	Standard Deviation	Minimum	Maximum
Low	7.26	7.27	0.01	7.24	7.28
Medium	8.95	8.95	0.02	8.91	8.98
High	9.91	9.91	0.02	9.86	9.97

To examine the impact of scanning intensity and multiple scan approaches on the dataset as a whole, ratio-intensity plots were generated for all individual and multiple scan approaches using the cyclic lowess normalized data (Figure 1). 

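Rps18, a protein of the small ribosomal subunit, was the brightest probe of the low scan, with a mean log2 intensity of 15.94 ± 0.67 (SD, n = 40). The dimmest probe of that scan had a mean of 6.71, so that the probe means covered 9.23 log2 units. In the medium scan they ran from 7.85 to 16.00, a range of 8.15, and in the high scan from 8.58 to 16.00, a range of 7.42. The upper end of the medium and high scans is the saturation value of the scanner, at which Rps18 and other abundant transcripts lay, so their true level is not known there. Without the highest and the lowest 0.5% of probes, the means of the low, medium and high scans covered 6.68, 7.53 and 6.89 log2 units, so the scan with the widest range depends on the few brightest probes.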

The range of average intensities for the individual scans was 7-8 units. 

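The log ratio of each probe was taken against the mean of the 40 arrays, and its SD over all spots was calculated for each array. It averaged 0.245 ± 0.024 (SD, n = 40) in the low scan, 0.326 ± 0.025 in the medium scan and 0.349 ± 0.025 in the high scan. The medium scan exceeded the low scan on all 40 arrays, by 0.0805 on average (paired t-test, Bonferroni-adjusted p = 8.6e-34), and by 0.0667 to 0.0920 in the single hybridization blocks. The high scan exceeded the medium scan by 0.0236 on 38 of 40 arrays (paired t-test, Bonferroni-adjusted p = 2.8e-12), and its excess over the low scan was between 0.0800 and 0.120 in every block. At the level of single probes, 15028 of 20868 were more variable between arrays in the medium scan than in the low scan and 354 were less variable (Pitman-Morgan test), while 4293 were more and 763 less variable after division by the slope against the low scan, and 6403 and 1971 with no normalization between arrays. In the high scan, 16332 probes were more variable and 354 were less variable.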

Increasing variation in the log ratio was observed with increasing PMT. This was especially seen in the lower range (i.e. in the background). 

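Genes whose signal lies near background had larger SDs of the log2 values between arrays at the high PMT setting, fewer of them after division by the slope of the high scan against the low scan. Of 10 pluripotency genes, all 10 had a larger SD between arrays in the high scan than in the low scan, as did all 12 neuronal and glial genes, 15 of 17 hepatocyte genes, 16 of 18 skeletal muscle genes, 15 of 18 germ cell and testis genes and 691 of 725 olfactory receptor genes (6 lower) by the Pitman-Morgan test. These counts were 10, 12, 15, 16, 15 and 692 (7 lower) when adjusted over the list alone, 3, 2 (1 lower), 6, 0, 4 (2 lower) and 288 (31 lower) after division by the slope, and with no normalization between arrays they were 0, 1, 1, 0, 1 (2 lower) and 100 (3 lower). Without normalization the shift in brightness common to all genes of an array (SD of the array medians 0.294 in the low scan and 0.182 in the high scan) enters every SD, so counts made that way do not tell how variable the genes are. Lmo1, a LIM-only regulator of transcription, had an SD of 0.15 in the low scan and 0.75 in the high scan (n = 40, adjusted p = 2.5e-16 from the Pitman-Morgan test, log2 ratio of the SDs 2.37). Sncaip, which encodes synphilin-1, had SDs of 0.18 and 0.87, and Slc22a22, an organic anion transporter, had SDs of 0.14 and 0.70.
Of the ribosomal protein genes 45 and of the housekeeping genes 6 were at the saturation value on every array in the high scan, so their SD there, also after division by a slope, is that of the normalization between arrays and does not measure how variable the genes are. With this limit, of 69 ribosomal protein genes, 8 had a larger and 32 a smaller SD in the high scan (8 and 28 adjusted over the list alone), but 42 had a larger and 0 a smaller SD once the SD was divided by the slope, and 0 and 17 with no normalization. Of 16 housekeeping genes, 4 had a larger and 7 a smaller SD (the same numbers adjusted over the list alone), and 11 and 0 after division by the slope, and 1 and 4 with no normalization. Larger SDs were also found for 11 of 25 cell cycle genes (2 smaller; 5 and 2 adjusted over the list alone), 9 of 14 macrophage genes (7), 13 of 15 T cell genes (13), 8 of 13 B cell genes (1 smaller; 8 and 1), 5 of 16 fibroblast and matrix genes (3 smaller; 5 and 2), 10 of 14 epithelial genes (10), 13 of 15 lung epithelium genes (13) and 4 of 6 erythroid genes (4). After division by the slope the larger and smaller counts of these lists were 12 and 0, 0 and 0, 1 and 0, 3 and 0, 7 and 1, 2 and 1, 2 and 1, and 1 and 0, and with no normalization 0 and 11, 0 and 2, 1 and 1, 1 and 3, 0 and 5, 0 and 2, 1 and 1, and 0 and 1, with the same limit.
The SD of Dexi fell from 0.70 to 0.20 and that of Mfsd5, a transporter of the major facilitator superfamily, from 0.41 to 0.12. For Khdrbs1, the RNA-binding protein Sam68, the log2 ratio of the SDs was -2.01 over all arrays but 0.47 without hybridization block 6, for Supt16, a subunit of the FACT histone chaperone, -1.82 but 0.38 without block 1, and for Gpha2, a glycoprotein hormone subunit, -1.81 but 0.72 without block 5, so that a single block sets the direction for these 3 genes. Of the 11691 probes within background in the low scan, 11288 were more variable in the high scan and 60 less, and of the 9177 above background, 5044 were more and 294 less variable. The SD of the log ratio below the median probe was 0.171 ± 0.023 in the low scan and 0.334 ± 0.029 in the high scan, and above the median probe 0.30 ± 0.034 and 0.361 ± 0.034 (n = 40). The high scan was larger on all 40 arrays in both ranges, by 0.163 below (paired t-test, Bonferroni-adjusted p = 1.3e-35) and 0.0613 above (p = 3.5e-26 from the same test), and by 0.126 to 0.184 and 0.0471 to 0.0739 in the blocks. Divided by the slope, 4694 probes were more and 665 less variable in the high scan, and with no normalization between arrays 1469 were more and 1895 less variable.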

The log2 intensity range appeared somewhat compressed at higher PMT. 

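When each array was centred on its median, genes of intermediate intensity gained level in the high scan relative to the low scan and the brightest genes lost level. Cops6, a subunit of the COP9 signalosome, rose by 0.84 log2 units (standard error 0.022, adjusted p = 2.0e-13 from limma, higher on 40 of 40 arrays). Luc7l3 and Srrm2, which act in RNA splicing, rose by 0.84 each, as did Man2a1, an alpha-mannosidase of the Golgi, and Uqcc3, an assembly factor of mitochondrial complex III. Rps18 fell by 2.63 (standard error 0.076, adjusted p = 1.2e-25 from limma, lower on 40 of 40 arrays), and the changes were -2.57 for the calcium-binding protein S100a4, -2.55 for Rpsa and -2.48 for Rpl19, which are ribosomal proteins, and -2.36 for the cyclophilin Ppia. These 5 genes were saturated on every array in the high scan, so their falls are set by the scanner's upper limit.
Of 25 cell cycle genes, 18 rose and 0 fell (19 rose adjusted over the list alone), among them Cdc20, while with arrays centred on the 75th percentile 0 rose and 0 fell. Of 69 ribosomal protein genes, 9 rose and 37 fell (9 and 39 adjusted over the list alone), and 0 and 50 with the 75th percentile. Most of these genes, and some of the fibroblast and housekeeping genes, were saturated on every array in the high scan, so their change is set by the scanner's upper limit and the falls in these 3 lists are not read as changes of the genes. Of 16 fibroblast and matrix genes, 9 rose and 1 fell (9 and 1 adjusted over the list alone), and 0 and 2 with the 75th percentile. Of 16 housekeeping genes, 4 rose and 4 fell (4 and 4), and 0 and 7 with the 75th percentile. The counts that rose were 4 of 14 macrophage genes, 4 of 13 B cell genes, 3 of 14 epithelial genes, 2 of 15 lung epithelium genes, 2 of 6 erythroid genes, 1 of 18 skeletal muscle genes and 1 of 725 olfactory receptor genes, with 0 falling (all the same adjusted over the list alone), and with the 75th percentile 0 rose and 1, 4, 1, 1, 3, 7 and 619 fell. Of the 17 hepatocyte, 15 T cell, 18 germ cell and testis, 10 pluripotency and 12 neuronal and glial genes, 0 rose and 0 fell, and with the 75th percentile 15, 6, 12, 9 and 6 fell.
Over all probes, limma called 1082 higher and 36 lower in the medium scan and 3394 higher and 76 lower in the high scan. All of them were among the 9177 probes above background in the low scan. With the 75th percentile the calls were 0 higher and 2574 lower in the medium scan and 0 higher and 8850 lower in the high scan, since that centring moves all changes by 0.43 and 0.53 log2 units, so only the change relative to other probes is known. Against a 2-fold change, 0 probes were higher and 12 lower in the medium scan and 0 higher and 50 lower in the high scan. Without pairing by array 0 were higher in the medium scan and 1214 in the high scan. With no normalization between arrays, 0 were higher and 26 lower in the medium scan, and 2793 higher and 71 lower in the high scan.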

We used data captured from multiple scans of each array to compare the following three methods: (1) a method by Lyng et al. [1], which estimates a multiplicative scaling effect using a subset of probes with high signal intensities not influenced by saturation; (2) the clipping saturation maximum likelihood approach (CSML) from García de la Nava et al. [2], which estimates the multiplicative scaling effect using all probes by employing a robust regression approach; and (3) the Khondoker et al. [3] method using the multiscan library [15] in R [16], which employs a functional regression model assuming the expression data is Cauchy distributed. This latter method allows incorporation of any number of scans, and so it was assessed using both 2- and 3-scan cases; in contrast, the first two methods are limited to using data from two scans (low and high). 

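The brightest probe, for Rps18, had a mean log2 intensity of 19.42 ± 0.54 (SD, n = 40) with the Lyng et al. method, 15.94 ± 0.32 with CSML, 16.72 ± 1.04 with the Khondoker et al. 2-scan case and 15.96 ± 0.34 with the 3-scan case. The probe means ran from 8.58 with the Lyng et al. method, a range of 10.84 log2 units. They ran from 6.15 with CSML, from 6.17 with the 2-scan case and from 6.09 with the 3-scan case, ranges of 9.80, 10.55 and 9.87. Without the outer 0.5% of probes at each end, the ranges were 7.92, 7.13, 7.02 and 7.31.
With the Lyng et al. method, spots bright in the high scan take the low-scan value times 1 factor per array, so the change of all replaced genes is that factor by construction, and the median change was 0.79 log2 units alike for the ribosomal protein, housekeeping, and fibroblast and matrix lists. With this limit, of the ribosomal protein genes, 67 of 69 rose relative to the array median when compared with the low scan (67 adjusted over the list alone), as did 13 of 16 housekeeping genes (13) and 20 of 25 cell cycle genes (21) by limma, while 0 of these rose or fell with the arrays centred on the 75th percentile. With CSML, 9 of 69 ribosomal protein genes rose (9 adjusted over the list alone), 4 of 16 housekeeping genes (4) and 17 of 25 cell cycle genes (19). With the 75th percentile 0 rose and 30, 3 and 0 fell. Rps18, Ppia and Aldoa, saturated in the high scan, had CSML means equal to their low-scan means and the same change of -0.216. Of the ribosomal protein genes 45 and of the housekeeping genes 6 were saturated there on every array, so falls in these lists are not read as changes of the genes. Etfb, the beta subunit of the electron transfer flavoprotein, rose by 0.83 with CSML (standard error 0.017, adjusted p = 5.1e-15 from limma, 40 of 40 arrays). Over all probes, 3697 were higher and 0 lower with the Lyng et al. method and 3229 higher and 0 lower with CSML. With the 75th percentile, which shifts both by 0.53 and 0.52 log2 units, these became 0 higher and 8727 lower, and 0 higher and 8509 lower. Against a 2-fold change 0 probes were higher with either method, and without pairing by array 1447 and 987 were.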

The three multiple scan approaches yielded an average intensity range of roughly 10 units, although the data acquired using the approach of Lyng et al. was shifted by two units (8-18) compared to the other two methods (6-16). Of the multiple scan approaches, the 3-scan case of Khondoker et al. appeared to have the least amount of variation in relative intensity, and was comparable to the low scan. In contrast, the 2-scan case of the Khondoker et al. method appeared to have considerable variability, particularly among low intensity probes. 

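The spread of the 3-scan estimates between arrays was compared with that of the low scan. Of the 725 olfactory receptor genes, 477 had a larger SD than in the low scan and 14 a smaller SD (510 and 14 adjusted over the list alone), of 10 pluripotency genes 8 and 0 (8 and 0), and of 69 ribosomal protein genes 7 and 14 (6 and 13) by the Pitman-Morgan test. After division by the slope against the low scan these counts were 235 and 59, 2 and 0, and 13 and 4, so for the ribosomal protein genes the direction turned. Tead3, a TEAD transcription factor, had an SD of 0.13 in the low scan and 0.41 in the 3-scan estimates (n = 40). Sorbs2, an adaptor of the cytoskeleton, had SDs of 1.18 and 0.21, but the log2 ratio of -2.50 is 0.83 without hybridization block 1, and for Caskin1, a synaptic scaffold, -2.20 becomes 0.26 without the same block.
The SD of the log ratio averaged 0.295 ± 0.022 (SD, n = 40) over all spots. It was below that of the Khondoker et al. 2-scan case by 0.0559, of the high scan by 0.0543, and of the medium scan by 0.0307, on all 40 arrays each (paired t-test, Bonferroni-adjusted p = 4.2e-16, 4.8e-25 and 2.2e-19). It was above that of the low scan on all 40 arrays, by 0.0498 (p = 3.3e-31 from the same test) and by 0.0354 to 0.0565 in the hybridization blocks. Over all probes, 10272 were more and 284 less variable than in the low scan, and after division by the slope 3028 and 1609.
In level, Mrpl43, a protein of the mitochondrial ribosome, rose by 0.73 log2 units relative to the array median (standard error 0.017, adjusted p = 3.8e-08 from limma, 40 of 40 arrays), Ptp4a2, a tyrosine phosphatase, by 0.72 and Cnbp, a nucleic acid-binding protein, by 0.72. Of 25 cell cycle genes 11 rose (13 adjusted over the list alone), of 69 ribosomal protein genes 8 (8), of 16 fibroblast and matrix genes 6 (9), of 16 housekeeping genes 4 (4), of 13 B cell genes 2 (2) and of 14 epithelial genes 2 (2), and 0 of any of these with arrays centred on the 75th percentile. Limma called 1321 probes higher and 0 lower, against 0 higher and 1 lower with the 75th percentile, a shift of 0.42. Without pairing by array, limma called 0 higher, and against a 2-fold change also 0.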

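With the 2-scan case, genes from the whole intensity range became more variable between arrays than in the low scan. Cacna1a, a neuronal calcium channel subunit within background in the low scan, had an SD of 0.11 there and 0.51 in the 2-scan estimates, a log2 ratio of 2.15 (n = 40, adjusted p = 1.4e-12 from the Pitman-Morgan test). Mtbp, a binding partner of the p53 regulator Mdm2 and above background, had SDs of 0.11 and 0.44. Of 25 cell cycle genes, 17 had a larger SD and 0 a smaller SD (16 and 0 adjusted over the list alone), of 69 ribosomal protein genes 23 and 8 (20 and 6), of 12 neuronal and glial genes 12 and 0 (12 and 0), and of 725 olfactory receptor genes 673 and 8 (678 and 8). After division by the slope against the low scan these counts were 13 and 1, 24 and 1, 4 and 1, and 413 and 29. Among genes with a smaller SD, the log2 ratio of Gbp7, an interferon-induced GTPase, was -2.07 but 0.49 without hybridization block 1, that of Calb2, the calcium buffer calretinin, -1.62 but 0.24 without block 1, and that of Best1, a chloride channel, -1.60 but 0.61 without block 6. Over all probes, 17391 were more and 102 less variable than in the low scan, and after division by the slope 9917 and 535.
The SD of the log ratio averaged 0.351 ± 0.027 (SD, n = 40). It was 0.106 above that of the low scan on all 40 arrays (paired t-test, Bonferroni-adjusted p = 2.9e-23), with 0.0579 to 0.129 in the hybridization blocks, and it was not shown to differ from that of the high scan, being higher on 20 of 40 arrays (adjusted p = 1 from the same test). Below the median probe it was 0.302 ± 0.025, and above it 0.393 ± 0.037. Compared with the high scan, it was lower by -0.0327 below the median probe on 39 of 40 arrays (paired t-test, Bonferroni-adjusted p = 3.8e-19) and higher by 0.0315 above it on 33 of 40 arrays (p = 1.1e-05 from the same test). No gene of any list passed the level test against a 1.5-fold change with this approach. Limma called 0 of 20868 probes at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05. This does not show that levels were unchanged. The change was 0.82 for Rps18 (standard error 0.14) and 0.33 for the olfactory receptor gene Olfr571 (standard error 0.061).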

For the García de la Nava et al. CSML method, the log ratio was observed to approach 0 at about 13 units. This was not observed for the individual scans or for either of the two other multiple scan approaches.

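Genes whose CSML values lie near 13 log2 units include the cell cycle genes Cdc20 with 13.38 ± 0.26 (SD, n = 40) and Birc5, which encodes survivin, with 13.36 ± 0.25, and the keratin Krt8 with 13.04 ± 0.22. In bins of 0.5 log2 units of average intensity between 10 and 15 units, the SD of the log ratio with CSML was smallest in the bin that starts at 13 units, at 0.283. A bin at the same intensity holds other probes in each approach, since the intensity scales of the approaches differ. In the bin that starts at 13 units the SD of the log ratio was 0.321 in the low scan, 0.349 in the medium scan, 0.338 in the high scan and 0.338 with the Lyng et al. method. It was 0.322 with the Khondoker et al. 2-scan case, which was also the smallest of its bins, and 0.339 with the 3-scan case, whose smallest SD was 0.296 from 12.5 to 13 units. In bins of 0.25 log2 units, the smallest SDs were 0.276 for CSML from 13 to 13.25 units and 0.273 for the 3-scan case from 12.75 to 13 units. The low scan had its smallest SD, 0.289, from 12.25 to 12.5 units. In bins of 1 log2 unit, the bin from 13 to 14 units was the narrowest for CSML (0.293), the high scan (0.335), the Lyng et al. method (0.335) and the 2-scan case (0.358). No test was made of these differences between bins.

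**Figure D1:**
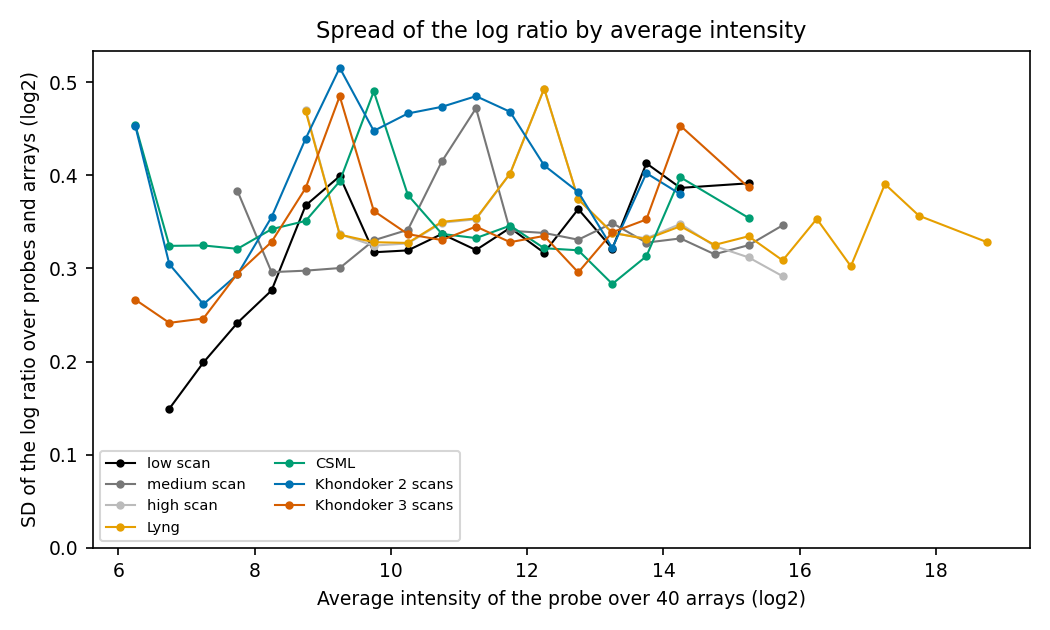
SD of the log ratio (log2 units, y axis) over all probes and 40 arrays in bins of 0.5 log2 units of average intensity (x axis), a line for each of the 7 approaches. The CSML line dips to 0.283 in the bin that starts at 13 log2 units, and the lines of the high scan and the Lyng et al. method lie at 0.338 in that bin.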

**Figure 1:**
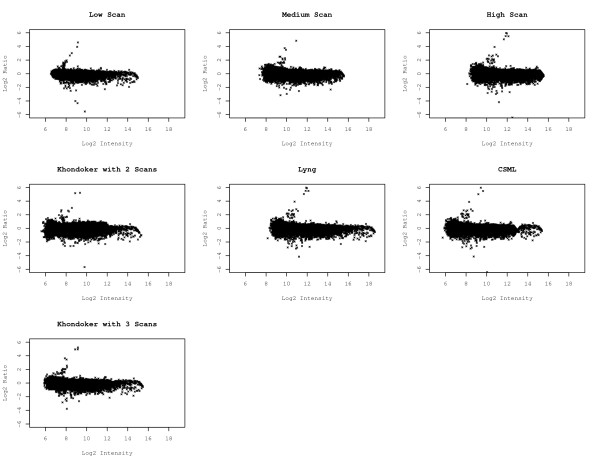
**Ratio intensity plots using cyclic lowess normalized data**.

To examine how each approach affected the background fluorescence, the mean fluorescence and coefficient of variation of negative control probes were measured. For the individual scans, higher background was observed with increasing PMT (Figure 2a). 

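The 162 negative controls had a mean log2 intensity of 6.93 ± 0.020 (SD, n = 40 arrays) in the low scan, 8.34 ± 0.026 in the medium scan and 9.24 ± 0.042 in the high scan. Dppa3, a pluripotency gene within background, lay close to them with 7.02 ± 0.17 in the low scan, 8.37 ± 0.29 in the medium scan and 9.32 ± 0.38 in the high scan. The medium scan exceeded the low scan by 1.41 on all 40 arrays (paired t-test, Bonferroni-adjusted p = 1.6e-71), and by 1.40 to 1.42 in the hybridization blocks. The high scan exceeded the medium scan by 0.90 (p = 1.1e-55 from the same test) and the low scan by 2.31 on all 40 arrays (p = 9.3e-71), with 2.27 to 2.33 in the blocks.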

Among the approaches that synthesize data across multiple scans, negative control means were roughly equal between the Lyng et al. method and the high scan. In contrast, CSML and the Khondoker et al. method using 2 or 3 scans exhibited considerably lower mean values, equal to or less than the low scan. 

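The negative controls had a mean log2 intensity of 9.24 ± 0.040 (SD, n = 40) with the Lyng et al. method, 6.79 ± 0.041 with CSML, 6.67 ± 0.034 with the 2-scan case and 6.54 ± 0.020 with the 3-scan case of the Khondoker et al. method. Dppa3, which is within background, had 6.87 ± 0.37, 6.75 ± 0.34 and 6.60 ± 0.28 with the last 3 approaches. Compared with the low scan, the negative controls differed by -0.142 with CSML, by -0.264 with the 2-scan case and by -0.391 with the 3-scan case, lower on all 40 arrays each (paired t-test, Bonferroni-adjusted p = 2.7e-24, 6.5e-38 and 3.2e-45). In the hybridization blocks these differences were -0.178 to -0.125, -0.291 to -0.251 and -0.426 to -0.375. The Lyng et al. method and the high scan did not differ detectably (adjusted p = 1 from the same test, higher on 22 of 40 arrays).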

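Over the 40 arrays, the inter-quartile range of the negative control mean was 0.027 log2 units in the low scan, 0.037 in the medium scan and 0.059 in the high scan. It was 0.053 with the Lyng et al. method, 0.058 with CSML, 0.043 with the Khondoker et al. 2-scan case and 0.028 with the 3-scan case. The largest of these 7 values is below the smallest difference between the low scan and any combined approach other than that of Lyng et al., which was the -0.142 of CSML. No test was made of the differences between the inter-quartile ranges.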

The inter-quartile ranges were similar across all scans and methods, suggesting high reproducibility of the negative controls across microarrays. Comparison of the coefficient of variation of the negative control spots for individual scans revealed that the low scan had the lowest value (Figure 2b). While the average coefficients of variation for the medium and high scans were similar, the inter-quartile range for the high scan was considerably larger. 

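The coefficient of variation of the log2 intensities of the negative controls averaged 0.0236 ± 0.0082 (SD, n = 40) in the low scan, 0.0376 ± 0.0065 in the medium scan and 0.0377 ± 0.0059 in the high scan. Its inter-quartile range over the arrays was 0.00449, 0.00398 and 0.00616. Compared with the low scan it was higher by 0.0140 in the medium scan on 39 of 40 arrays (paired t-test, Bonferroni-adjusted p = 1.1e-18), with 0.00887 to 0.0197 in the hybridization blocks. In the high scan it was higher by 0.0141 on all 40 arrays (p = 1.4e-19 from the same test), with 0.00545 to 0.0178 in the blocks. The medium and high scans were not shown to differ from each other (adjusted p = 1 from the same test). On linear intensities, the coefficient of the medium scan exceeded that of the low scan by 0.155, which did not pass (adjusted p = 0.17 from the same test).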

All multiple scan approaches displayed coefficients of variation that were greater than the low scan. The CSML and Khondoker et al. 2-scan case exhibited the highest coefficient of variation, and the CSML method had the most variable coefficient of variation.

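The coefficient of variation of the negative controls averaged 0.0378 ± 0.0059 (SD, n = 40) with the Lyng et al. method, 0.0496 ± 0.0080 with CSML, 0.0496 ± 0.0068 with the 2-scan case and 0.0386 ± 0.0082 with the 3-scan case of Khondoker et al. The differences from the low scan were 0.0142, 0.0260 and 0.0259 for the first 3, higher on all 40 arrays, and 0.0150 for the 3-scan case, higher on 39 of 40 (paired t-test, Bonferroni-adjusted p = 5.4e-19, 4.5e-28, 4.3e-28 and 1.1e-18). In the hybridization blocks these were 0.00538 to 0.0179, 0.0183 to 0.0297, 0.0173 to 0.0296 and 0.00866 to 0.0205. CSML exceeded the high scan by 0.0119 on all 40 arrays (p = 2.0e-29 from the same test) and was not shown to differ from the 2-scan case (adjusted p = 1 from the same test). The inter-quartile range over the arrays was 0.00656 with the Lyng et al. method, 0.00857 with CSML, 0.00641 with the 2-scan case and 0.00547 with the 3-scan case. On linear intensities, the 3-scan case exceeded the low scan by 0.0905 (adjusted p = 1 from the same test).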

**Figure 2:**
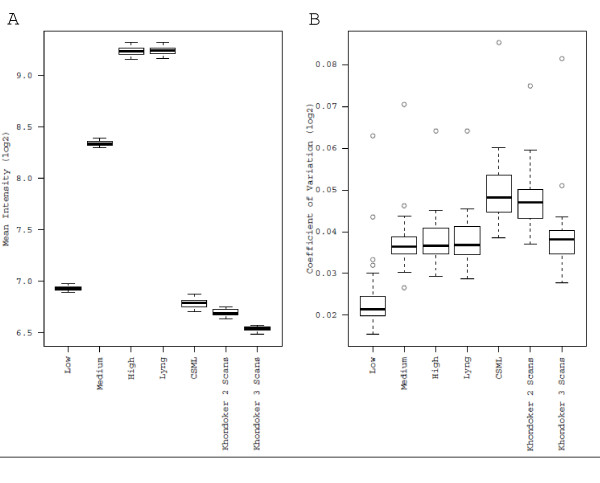
**Mean and coefficient of variation for the negative control probes**. A) Comparative boxplots of the mean of the 162 negative control probes for each of the 40 microarrays were generated from the cyclic lowess normalized data. B) Comparative boxplots of the coefficient of variation of the 162 negative control probes for each of the 40 microarrays were generated from the cyclic lowess normalized data.

Since probe detection is dependent on signal strength in addition to the level of background florescence, we examined the SNR for all scans and for the multiple scan approaches. Here the SNR was defined as the median of the log2 of the foreground signal intensity divided by the mean of the negative controls. 

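The SNR was taken as the median of the log2 intensities of an array minus the mean of its negative controls, as the legend of Figure 3 defines it. It averaged 0.332 ± 0.016 (SD, n = 40) in the low scan, 0.614 ± 0.024 in the medium scan and 0.689 ± 0.035 in the high scan. The medium scan exceeded the low scan by 0.282 on all 40 arrays (paired t-test, Bonferroni-adjusted p = 5.4e-43), with 0.268 to 0.294 in the hybridization blocks. The high scan exceeded the medium scan by 0.0747 on 38 of 40 arrays (p = 6.1e-15 from the same test) and the low scan by 0.356 on all 40 (p = 6.5e-41), with 0.346 to 0.393 in the blocks. The ratio of the median log2 intensity to the linear mean of the negative controls was 0.0589, 0.0268 and 0.0158 in the low, medium and high scans, so the direction of the change with PMT depends on which definition is used.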

SNRs for the individual scans decreased with increasing scanner intensity (Figure 3). Of the multiple scan approaches, the SNRs for the Khondoker et al. (2- and 3-scan) and CSML methods were highest, with mean values greater than the low scan. 

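As a difference of log2 values, the SNR averaged 0.674 ± 0.036 (SD, n = 40) with CSML, 0.545 ± 0.035 with the Khondoker et al. 2-scan case and 0.531 ± 0.021 with the 3-scan case. Each exceeded the low scan on all 40 arrays, by 0.342, 0.212 and 0.198 (paired t-test, Bonferroni-adjusted p = 8.0e-41, 1.1e-33 and 8.5e-40), with 0.323 to 0.368, 0.191 to 0.249 and 0.189 to 0.216 in the hybridization blocks. Compared with the high scan, CSML was lower by -0.0145 on 38 of 40 arrays (p = 9.4e-10 from the same test). The 2-scan and 3-scan cases were not shown to differ from each other (adjusted p = 0.062 from the same test). As the ratio of the median log2 intensity to the linear mean of the negative controls, it was 0.0652 with CSML, 0.0689 with the 2-scan case and 0.0744 with the 3-scan case. Divided by the SD of the negative controls, the difference was 2.05, 1.68 and 2.17 against 2.18 in the low scan.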

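With the Lyng et al. method the SNR, as a difference of log2 values, was 0.689 ± 0.036 (SD, n = 40). It differed from the high scan by 0.00025 and was higher on 20 of 40 arrays (paired t-test, Bonferroni-adjusted p = 1), and exceeded the low scan by 0.357 on all 40 (p = 2.9e-41 from the same test), with 0.338 to 0.385 in the hybridization blocks. The ratio of the median to the linear mean of the negative controls was 0.0158.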

The SNR determined for the Lyng et al. method was the lowest among multiple scan approaches, and was identical to that of the high scan. Note that Figure 3 is virtually the inverse of Figure 2a, implying that the background is the defining component of the SNR.

**Figure 3:**
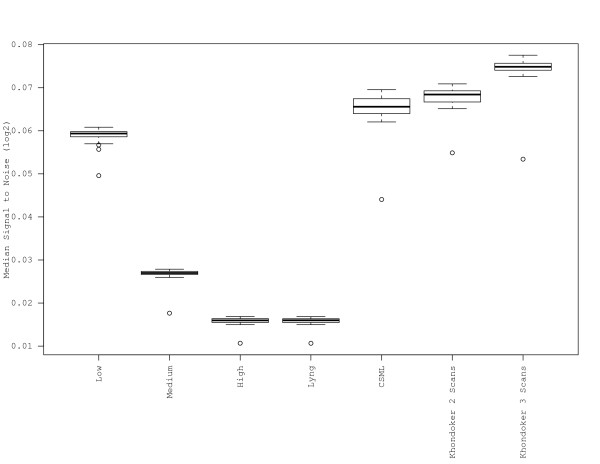
**Signal-to-noise ratio**. The median of the normalized data (log2) minus the mean of the negative controls for each of the 40 microarrays was used to generate comparative boxplots for each of the individual scans and the three multiple scan approaches.

To investigate whether multiple scan techniques increase the dynamic range, we generated box plots of the percentage of useable data (i.e. data above the mean plus three standard deviations of the negative control probes and less than 10% of saturation) for the 40 arrays (Figure 4a). 

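Useable data were taken as spots above the mean plus 3 SDs of the negative controls of their array and below 90% of the saturation value, with that upper limit read from the low scan for the combined approaches. They made up 43.98% ± 4.45 (SD, n = 40) of the spots in the low scan, 41.56% ± 3.03 in the medium scan and 41.10% ± 3.36 in the high scan. Among gene groups, 16 of 16 housekeeping genes, 10 of 14 epithelial genes and 32 of 725 olfactory receptor genes were above background in the low scan, against 15, 9 and 30 in the high scan. These counts use the lower limit only, and 6 of the housekeeping genes were saturated on every array in the high scan. The share of useable spots was lower than in the low scan in the high scan on 31 of 40 arrays, by -2.88 percentage points (paired t-test, Bonferroni-adjusted p = 2.0e-05). In the medium scan it was lower on 32 of 40 arrays, by -2.42 (p = 3.2e-04 from the same test). The block means of these differences ran from -5.16 to 1.92 for the high scan and from -5.69 to 0.941 for the medium scan, and in hybridization block 2 both were positive. With the background set on the linear scale the differences were -0.239 and -0.313 and did not pass the test, and for the medium scan neither did -1.76 with a background of the mean plus 2 SDs nor -2.42 without pairing by array.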

Comparison of the individual scans revealed that the dynamic range of the low scan was significantly greater than that of the high scan (paired t-test, Bonferroni-adjusted p = 0.0144), but was not significantly different from the medium scan (paired t-test, Bonferroni-adjusted p = 0.1047). 

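With the Khondoker et al. 2-scan case, 37.94% ± 2.70 (SD, n = 40) of the spots were useable. Of 16 housekeeping genes, 13 were above background with this approach, of 18 skeletal muscle genes 6, of 15 T cell genes 4 and of 725 olfactory receptor genes 19. The share was lower than in the low scan by -6.04 percentage points on 38 of 40 arrays (paired t-test, Bonferroni-adjusted p = 4.3e-14), with -8.72 to -0.622 in the hybridization blocks. It was lower than in the medium scan by -3.62 (37 of 40 arrays), than in the high scan by -3.17 (39 of 40), than with the Lyng et al. method by -4.00 (40 of 40) and than with CSML by -4.34 (40 of 40), with p = 1.0e-11, 2.6e-15, 2.1e-20 and 9.5e-22 from the same test. The 3-scan case exceeded it by 5.85 on all 40 arrays (p = 3.4e-18 from the same test).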

The Khondoker et al. method with 2 scans had the lowest percentage of useable data, and was statistically different compared to all other approaches (paired t-test, Bonferroni-adjusted p < 0.05). Since it is hypothesized that multiple scan approaches increase the dynamic range relative to individual scans, we compared all other approaches to the low scan, as this scan yielded the greatest dynamic range of the individual scans (Figure 4b). There was no significant improvement of any multiple scan approach relative to the low scan. 

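The proportion of useable data was 41.94% ± 3.10 (SD, n = 40) with the Lyng et al. method, 42.28% ± 3.13 with CSML and 43.79% ± 3.08 with the Khondoker et al. 3-scan case. Of the 14 macrophage genes, 11 were above background in the low scan, 11 with the Lyng et al. method, 11 with CSML and 12 with the 3-scan case, and of 15 T cell genes 6, 5, 6 and 7. The Lyng et al. method lay below the low scan by -2.04 percentage points on 31 of 40 arrays and CSML by -1.70 on 31 of 40 (paired t-test, Bonferroni-adjusted p = 0.0034 and 0.027). The 3-scan case differed by -0.192, lower on 24 of 40 arrays (adjusted p = 1 from the same test, 95% confidence interval -1.32 to 0.933 before adjustment).
The block means ran from -4.65 to 3.36 for the Lyng et al. method, from -4.40 to 3.79 for CSML and from -3.75 to 5.88 for the 3-scan case, and were positive in block 2 for all 3, so the direction is not the same in every hybridization block. The exact sign-flip test over the 7 block means gave -1.51 (p = 0.19), -1.17 (p = 0.28) and 0.162 (p = 0.94), so it passed for none of them. Without block 6 the differences were -1.39, -1.03 and 0.441, without block 7 those of the Lyng et al. method and CSML were -1.71 and -1.41, and without block 4 or 5 that of CSML was -1.74 or -1.64, and those of the Lyng et al. method and CSML then no longer passed in the paired t-test. The 3-scan case, which did not pass over all arrays either, changed sign without block 6 and, at 0.203, without block 5. With the background set on the linear scale they were 0.603, 0.774 and 1.54 (p = 1 for each from the same test).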

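Among the remaining pairs, the Lyng et al. method exceeded the high scan by 0.836 percentage points on 36 of 40 arrays (paired t-test, Bonferroni-adjusted p = 1.2e-08) and CSML exceeded the high scan by 1.18 on 40 of 40 and the Lyng et al. method by 0.340 on 40 of 40 (p = 7.1e-12 and 2.6e-14 from the same test). The 3-scan case of Khondoker et al. exceeded the medium scan by 2.23 on 38 of 40 arrays, the high scan by 2.68 on 35 of 40, the Lyng et al. method by 1.85 on 33 of 40 and CSML by 1.51 on 32 of 40 (p = 1.7e-08, 5.4e-07, 3.5e-05 and 6.5e-04 from the same test). CSML and the medium scan differed by 0.721, higher on 23 of 40 arrays (adjusted p = 1 from the same test).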

Other significant differences (Lyng > high; CSML > medium, high; Khondoker > medium, high; CSML > Lyng) are presented in Additional File 1: Table S1.

**Figure 4:**
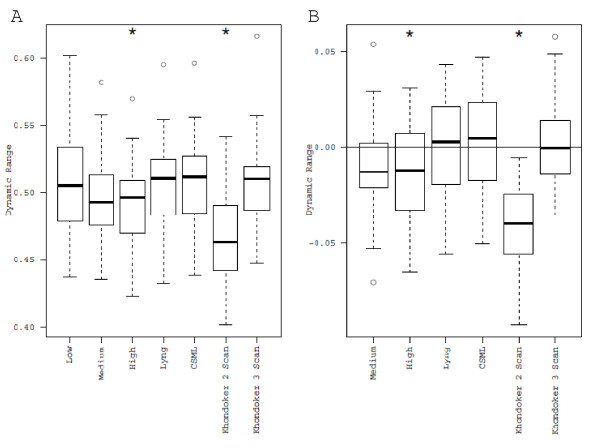
**Box-plots of the dynamic range for individual and multiple scan approaches**. A) Proportion of useable data (probes above background and below 10% of saturation) plotted for all approaches. B) Difference in proportion of useable data for each approach relative to the low scan (indicated by the horizontal line). * indicates significantly different from the low scan, paired t-test, p < 0.05 after Bonferroni correction).

In order to compare the reproducibility of results obtained using individual scans at different sensitivities (low, medium, high) or using a multiple scan approach, we performed a Spearman correlation analysis on 40 technical replicates using the entire dataset of 22575 probes. This analysis revealed very little difference among the various approaches, with correlations ranging from 0.8586 to 0.8812 (Table 2). The only approach that was statistically significant after Bonferroni correction was the Khondoker et al. approach using 3 scans, which yielded a slightly higher correlation coefficient than the other approaches. 

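The mean Spearman correlation over the 780 pairs of arrays was 0.8643 in the low scan, 0.8636 in the medium scan, 0.8658 in the high scan, 0.8657 with the Lyng et al. method, 0.8670 with CSML, 0.8586 with the Khondoker et al. 2-scan case and 0.8812 with the 3-scan case. Each correlation is across spots of a pair of arrays, and spots are not independent replicates, so the intervals were obtained by resampling arrays (10000 bootstrap resamples, Bonferroni-adjusted 95% intervals of the paired difference). The 3-scan case exceeded the low scan by 0.0169 (interval 0.0101 to 0.0241), and the mean correlation of every one of the 40 arrays was higher. The 2-scan case was below the low scan by -0.00567 (interval -0.00979 to -0.000818) on 35 of 40 arrays. CSML exceeded the high scan by 0.00124 (interval 0.000886 to 0.00160) and the Lyng et al. method by 0.00129, on all 40 arrays each.
Pairs of arrays from a single hybridization block had higher correlations than pairs from different blocks, 0.875 against 0.863 in the low scan, 0.866 against 0.857 with the 2-scan case and 0.890 against 0.880 with the 3-scan case. With Pearson correlations of the log2 values the difference between the 3-scan case and the low scan was -8.3e-05, and the interval of the 2-scan case includes 0 when whole blocks are resampled or when block 1, 5, 6 or 7 is left out (-0.00425, -0.00516, -0.00483 and -0.00425).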

Given the similar reproducibility for all approaches when using the entire dataset for calculation of the Spearman correlation, we examined whether correlations varied across the intensity spectrum. Stratification of all 22575 probes into percentiles revealed that while most approaches yielded remarkably similar correlation estimates across the intensity range, the Khondoker et al. 2-scan and 3-scan results deviated from the other approaches (Figure 5). All scans and methods had poor correlation for the lower percentiles, and correlations improved as probe intensity increased. 

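In the low scan the mean correlation was 0.0271 below the 10th percentile, -0.0156 from the 10th to the 20th and -0.0128 from the 20th to the 30th, and 0.864 above the 90th. It was 0.402 between arrays of different hybridization blocks and 0.712 between arrays of a single block from the 80th to the 90th percentile. When the deciles were set on the other 20 arrays, a choice made after seeing the data, the low scan had 0.0614, 0.0341 and 0.0499 in the lowest 3 deciles.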

In order to statistically test for differences among the approaches, we stratified probe intensities by decile, and performed Spearman correlations (Additional File 2: Table S2). 

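Within deciles of intensity, the medium scan differed from the low scan by -0.00740 below the 10th percentile (bootstrap interval -0.0145 to -2.7e-05), lower on 35 of 40 arrays. It differed by -0.0142 from the 70th to the 80th percentile (interval -0.0273 to -0.00389), also lower on 35 of 40. The high scan exceeded the low scan by 0.0116 from the 80th to the 90th percentile (interval 0.00317 to 0.0200), higher on 37 of 40 arrays. This excess was seen for pairs from different hybridization blocks (0.416 against 0.402) and not for pairs within a block (0.7095 against 0.7118). In every other decile the interval of the difference of the medium or high scan from the low scan included 0.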

Comparison of individual scans revealed no significant improvement in the reproducibility of low intensity probes at higher PMT settings. Remarkably, the Khondoker et al. 2-scan case resulted in lower correlations over the range 70^th ^to 100^th ^percentile. 

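With the 2-scan case the mean correlation was below that of the low scan by -0.0426 from the 60th to the 70th percentile, by -0.104 from the 70th to the 80th, by -0.142 from the 80th to the 90th and by -0.0968 above the 90th, lower on all 40 arrays in each. The bootstrap intervals were -0.0638 to -0.0225, -0.138 to -0.0722, -0.180 to -0.104 and -0.120 to -0.0711. It was also lower than with CSML above the 90th percentile, by -0.100 (interval -0.122 to -0.0755), and below the 10th percentile it was lower than in the low scan by -0.0169. Mcm6, a replicative helicase subunit from the upper end of the range, had an SD between arrays of 0.25 in the low scan and 0.26 with this approach, and Pou2af1, a B cell coactivator, 0.18 and 0.47.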

In sharp contrast, the 3-scan case yielded a statistically significant improvement in reproducibility over the 30^th ^to 60^th ^percentile. 

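With the 3-scan case the mean correlation exceeded that of the low scan by 0.00693 from the 30th to the 40th percentile, by 0.0275 from the 40th to the 50th and by 0.0658 from the 50th to the 60th, higher on 36, 37 and 40 of 40 arrays. It was also higher by 0.0318 from the 60th to the 70th and by 0.0213 from the 80th to the 90th percentile, on all 40 arrays each. These are paired differences, while the paper compares the intervals of the approaches themselves. Here those of the 3-scan case and the low scan overlapped in these latter 2 deciles. From the 30th to the 40th percentile they overlapped as well, with 0.000138 to 0.0145 and -0.00616 to 0.00575. From the 80th to the 90th percentile the gain was seen between hybridization blocks (0.427 against 0.402) and not for pairs within a block (0.7116 against 0.7118). Compared with the Khondoker et al. 2-scan case, it was higher by 0.0698 from the 50th to the 60th percentile (bootstrap interval 0.0537 to 0.0873) and by 0.0744 from the 60th to the 70th (interval 0.0556 to 0.0957). Compared with CSML, the difference was 0.0619 from the 50th to the 60th percentile (interval 0.0452 to 0.0805), on all 40 arrays. From the 30th to the 40th percentile, the intervals of the differences from the high scan, the Lyng et al. method and CSML included 0, and that from the low scan did so for pairs from different hybridization blocks, for pairs within a block, with blocks resampled and without the pairing by array. With deciles set on the other 20 arrays, chosen after seeing the data, the differences from the low scan up to the 50th percentile were 0.00898 and 0.0154 and no longer excluded 0. The paper states from its own data that a multiple scan approach can improve reproducibility over a subset of the intensity range.

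**Figure D2:**
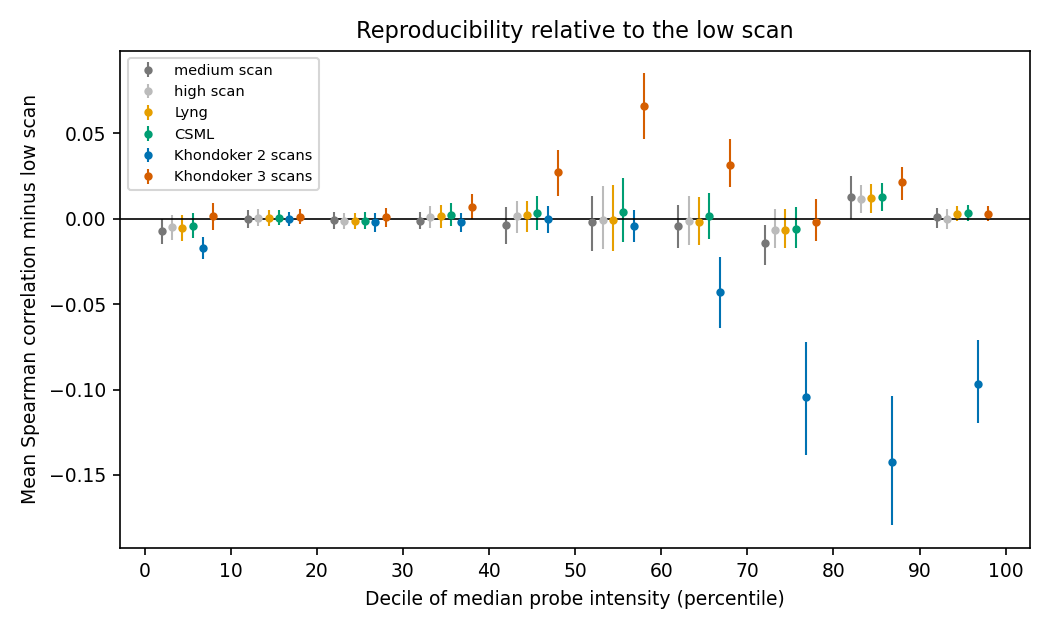
Difference of the mean Spearman correlation from the low scan (y axis, no unit) by decile of intensity (x axis, percentile), with points for each of the other 6 approaches and Bonferroni-adjusted bootstrap intervals over 40 arrays. The 3-scan case reaches 0.0658 from the 50th to the 60th percentile and the 2-scan case falls to -0.142 from the 80th to the 90th.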

There were no other significant differences among the approaches. 

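By paired differences, another method than the paper's, the Lyng et al. method exceeded the low scan by 0.0120 from the 80th to the 90th percentile (bootstrap interval 0.00361 to 0.0202). CSML exceeded it by 0.0128 there (interval 0.00447 to 0.021), each on 37 of 40 arrays. The intervals of the approaches themselves overlap, with 0.425 to 0.495, 0.426 to 0.495 and 0.413 to 0.485 for Lyng et al., CSML and the low scan. For pairs within a hybridization block the excess was not seen, with 0.7098, 0.7100 and 0.7118 in this order. CSML also exceeded the high scan, by 0.00453 from the 50th to the 60th percentile on 40 of 40 arrays (interval 0.00265 to 0.00634) and by 0.00269 from the 60th to the 70th on 39 of 40 (interval 0.00138 to 0.00390). It exceeded the Lyng et al. method by 0.00471 and 0.00297 in the same deciles, on 39 and 36 of 40 arrays.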

Our data indicate that scanning at higher PMT settings does not result in any gain in reproducibility for low intensity probes. Indeed, the low scan yielded equivalent correlation estimates to the medium and high scans across the entire intensity range. Although correlations were generally poor for probes in the background, our data indicate that use of a multiple scan approach can improve somewhat the reproducibility of these probes.

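Hnf4a, a transcription factor of hepatocytes, had a log2 intensity of 7.09 ± 0.15 (SD, n = 40) in the low scan and 6.89 ± 0.21 with the Khondoker et al. 3-scan case, and Mobp, a myelin protein, had 7.27 ± 0.16 and 7.11 ± 0.17. Of 17 hepatocyte genes, 11 had a larger SD between arrays with the 3-scan case than in the low scan and 0 a smaller SD by the Pitman-Morgan test (13 and 1 adjusted over the list alone), and of 12 neuronal and glial genes 6 and 0 (6 and 0), but after division by the slope 2 and 1 hepatocyte genes, and 1 and 3 neuronal and glial genes. Over the 11691 probes within background in the low scan, 6879 had a larger and 129 a smaller SD with the 3-scan case. The SD of single genes and the rank correlation are different measures, since the correlation also depends on how far apart the genes of a decile lie.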

**Table 2:** Spearman correlations for all scans and methods using the entire dataset.

		Bonferroni Adjusted 95% CI	
		
Scan	Mean	Lower Limit	Upper Limit
Khondoker with 3 Scans	0.8812	0.8729	0.8858
CSML	0.8670	0.8602	0.8727
High	0.8658	0.8599	0.8717
Lyng	0.8657	0.8595	0.8712
Low	0.8643	0.8569	0.8705
Medium	0.8636	0.8569	0.8706
Khondoker with 2 Scans	0.8586	0.8524	0.8637

The mean and 95% Bonferroni-adjusted confidence intervals estimated using the bootstrap are displayed for each dataset.

**Figure 5:**
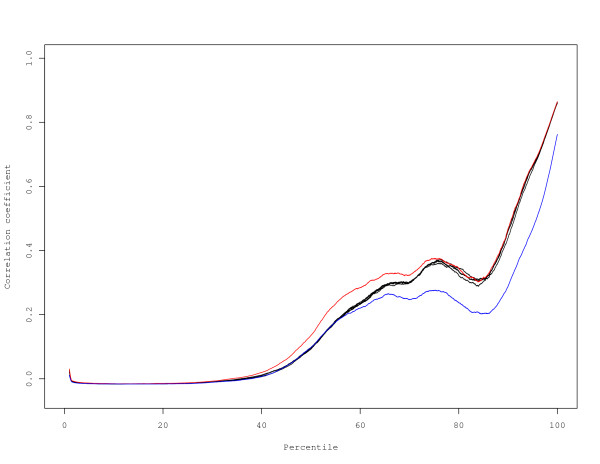
**Correlation by intensity**. A sliding window of 2000 probes was used to estimate the correlation from the low intensity to the high intensity probes. All correlations were aligned by percentile to plot the correlation by intensity for the individual scans and multiple scan methods. Coloured lines indicate methods that display significant differences from all other methods over some interval. Blue, the Khondoker et al. method with 2 scans. Red, the Khondoker et al. method with 3 scans.

To investigate the substantial difference in reproducibility between the 2- and 3-scan cases of the Khondoker et al. method, we generated residual plots of the model fit. We observed clear differences in the residual plots for the two cases (Figure 6). 

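Residuals were taken as the log2 intensity of each scan before normalization minus the deposited log2 estimate of the same spot and minus the smooth trend of the array, with saturated spots left out. In the top decile of the 2-scan estimates, the median absolute residual was 0.0139 ± 0.0089 (SD, n = 40) for the low scan, 0.155 ± 0.12 for the high scan and 0.197 ± 0.11 for the medium scan, which does not enter the 2-scan case. In the same decile of the Khondoker et al. 3-scan estimates it was 0.0747 ± 0.028, 0.0498 ± 0.013 and 0.0200 ± 0.0076 for these scans.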

For the 2-scan case, there was a significant lack-of-fit for probes in the high intensity range (Figure 6a). In contrast, in the 3-scan case there was a better fit for data across the entire intensity range (Figure 6b). 

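Rpl32, a protein of the large ribosomal subunit in the top decile, had an SD between arrays of 0.81 with the 2-scan case and 0.30 with the 3-scan case. Tpt1, the translationally controlled tumour protein, had 0.87 and 0.57 (n = 40). Both genes were saturated on every array in the high scan. Saturated spots were left out of the residuals, so these SDs say nothing about the residuals of that scan. Over the top decile and all 3 scans, the median absolute residual was 0.135 ± 0.12 with the 2-scan case and 0.0404 ± 0.0093 with the 3-scan case (SD, n = 40). The difference of 0.0946 was positive on all 40 arrays (paired t-test, p = 1.2e-05) and ran from 0.0419 to 0.133 in the hybridization blocks, but the medium scan entered only the 3-scan estimates, so residuals over all 3 scans favour these by construction. In the bottom decile the values were 0.0973 and 0.0971 (p = 0.92 from the same test, larger with the 2-scan case on 18 of 40 arrays), and the block means ran from -0.00758 to 0.0156. With residuals of the low and high scans only, which enter both, an alternative chosen after seeing the data, the difference in the top decile was 0.0384 (p = 0.047 from the same test) and in the bottom decile -0.0658 (p = 6.0e-20), so the 2-scan case had the smaller residuals there.

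**Figure D3:**
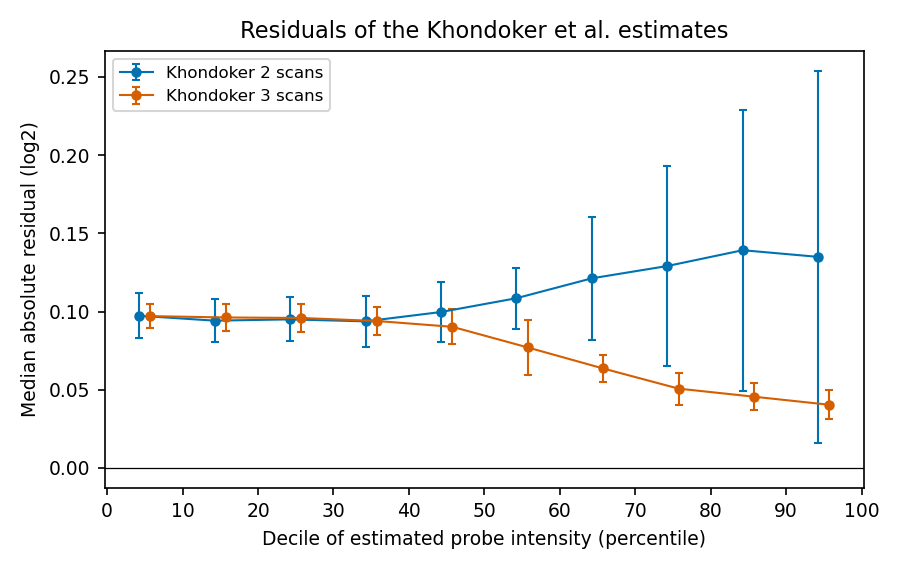
Median absolute residual (log2 units, y axis) by decile of the Khondoker et al. estimate (x axis, percentile) for the 2-scan and 3-scan cases, mean ± SD over 40 arrays. The 2-scan case reaches 0.135 above the 90th percentile, where the 3-scan case is at 0.0404.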

To verify that the lack-of-fit was not specific to this dataset, we examined the example (4 scans of a single array for 1000 probes) provided in the multiscan R library [15] associated with this method. Using these data, we applied the Khondoker et al. method for the 2- and 3-scan cases. For the 2-scan case (i.e. using only low and high scans) we observed a similar lack-of-fit, whereas for the 3-scan case no significant lack-of-fit was observed (data not shown), consistent with the results presented here. Khondoker et al. [3] state that for functional regression models there are problems when estimating separate scaling terms for each beta coefficient as the likelihood function goes to infinity if any one of the variance parameters goes to zero. As a result, their model assumes that the scale parameters increase in proportion to the beta coefficients across scans. For our data, and for the data provided with the multiscan R library [15], at least one of the σ_1 _and σ_2 _terms approaches 0 for the 2-scan case (data not shown). This was not apparent when 3 or more scans were used, and may explain the difference in reproducibility between the 2- and 3-scan cases.

**Figure 6:**
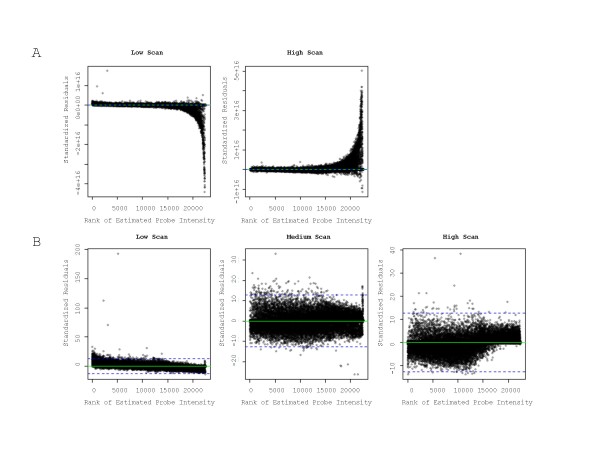
**Residual plots of the Khondoker et al. 2- and 3-scan cases**. Standardized residuals were plotted against rank of estimated probe intensity. A) 2-scan case. B) 3-scan case.

To investigate the poor correlation observed for the lower deciles, the average distribution of probe signal intensities was plotted with overlaying correlation estimated using a sliding window of 2000 probes for each approach. As the Khondoker et al. 3-scan case had the highest correlation estimates, it is presented in Figure 7. Plots for all other approaches are presented in Additional File 3: Figure S1. For all approaches, approximately 50% of the data were judged to be within the background as identified by the vertical line at the mean plus three standard deviations of the negative control probes. 

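Cell cycle, matrix, housekeeping and ribosomal protein genes were nearly all measured above background. In the low scan, 25 of 25 cell cycle genes, 16 of 16 fibroblast and matrix genes, 16 of 16 housekeeping genes and 68 of 69 ribosomal protein genes were above background. Of the marker genes of differentiated cells, 11 of 14 macrophage genes, 11 of 15 lung epithelium genes, 10 of 14 epithelial genes, 3 of 6 erythroid genes, 8 of 18 skeletal muscle genes, 6 of 15 T cell genes and 5 of 13 B cell genes were above it. Only 2 of 17 hepatocyte genes, 2 of 18 germ cell and testis genes, 1 of 12 neuronal and glial genes, 32 of 725 olfactory receptor genes and 0 of 10 pluripotency genes were. Blnk, an adaptor of B cell receptor signalling, had 11.68 ± 0.21 (SD, n = 40) and Ctss, a cathepsin of macrophages, 10.41 ± 0.44, while Tat, a hepatocyte aminotransferase, had 7.43 ± 0.22, close to the background limit of 7.42.
Over all spots, 56.9% had a mean at or below that limit in the low scan, 58.4% in the medium and high scans and with the Lyng et al. method, 58.2% with CSML, 62% with the 2-scan case and 56.5% with the 3-scan case of Khondoker et al. The limits were 7.42, 9.28, 10.29, 10.29, 7.80, 7.66 and 7.30 log2 units in this order of approaches.

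**Figure D4:**
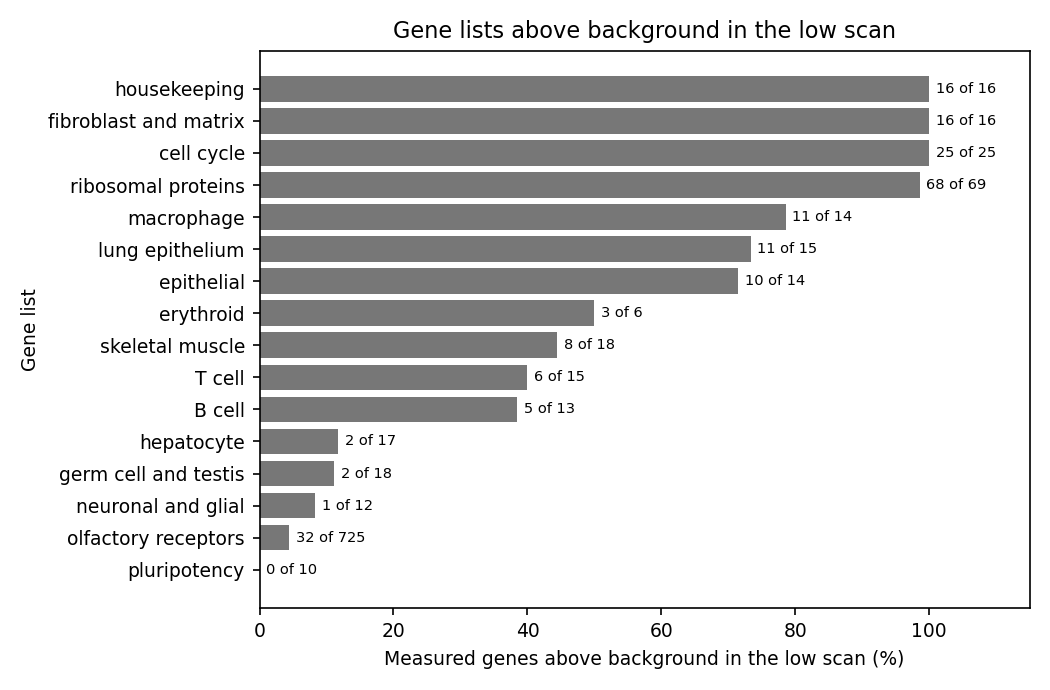
Share of measured genes of each of the 16 lists above background in the low scan (x axis, percent), with the number above background and the number measured beside each bar. The cell cycle, fibroblast and matrix and housekeeping bars are complete and the pluripotency bar is at 0.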

Correlation estimates were poor for all datasets below the 50^th ^percentile, and improved as the average intensity increased beyond the 50^th ^percentile.

**Figure 7:**
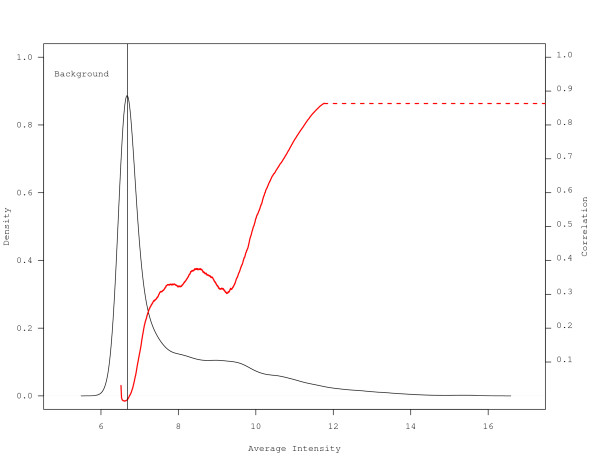
**Distribution of average probe intensity**. A data display of the density of probe intensity was generated using the Khondoker et al. method for 3 scans. The correlation based on the average intensity for the probes within the sliding window was overlaid in red. The vertical line indicates the upper bound of the background estimated by the mean plus three standard deviations of the negative controls. The red dashed line extends the correlation over the range of the data to the second y-axis.

## Discussion

Applying optimal scanner settings for microarray experiments greatly enhances data acquisition. However, defining what is optimal is a challenge, and there is little consensus on how to achieve an optimal scan. Specific average intensities have been put forth as guidelines [4,12], but actual PMT settings must be determined empirically. Some argue that scanner settings should be set to maximize the SNR [1]. Others argue that one should minimize censoring due to saturation [3]. Yang and Speed [17] found that after normalization, the ranks or ordering for the majority of genes remained the same at different PMTs, indicating that for most probes PMT setting may be irrelevant. Combining scans at different intensities has been suggested as an approach to yield improved datasets [1-10]. In the present work we objectively compared individual scans at three different intensities, and evaluated the utility of three algorithms that incorporate data from multiple scans using several metrics for assessing data quality.

Sharov et al. [12] suggested that the sensitivity placing the greatest amount of data within the limits of the quantifiable range is approximately 8 FLUs (log2). However, it was argued that this may be too close to background, and so an average value between 10 and 12 was suggested as a good balance between having too many probes with intensities that are close to background vs. too many approaching saturation [12]. The low scan used in the present work, with a FLU of ranging from 7.24 to 7.28, was therefore well below the suggested optimal level, the medium scan (8.91-8.98) was close to the "optimal sensitivity", while the high scan (9.86-9.97) approached the "well-balanced" level (Table 1). Our choice of scanner sensitivities therefore spans a relevant range of PMT settings.

Changes to the scanner sensitivity and the act of combining data generated from multiple scans will alter the distribution of signal intensities. Examination of ratio-intensity plots revealed extension of the range in the average intensity for the multiple scans compared with the individual scans (Figure 1). However, it is unclear whether the increased range is meaningful in terms of improved data quality. Indeed, in the present study there was no clear relationship between increased intensity range and improved reproducibility. Further examination of ratio-intensity plots revealed additional differences among the multiple scan approaches examined. The clipping saturation model used here, which incorporates a maximum likelihood approach, was previously shown to provide a smooth transition for various datasets [2]. In contrast, pinching of data was observed using the threshold approach for the gamma saturation model [2]. Our data show that a similar artifact can also be observed using the maximum likelihood approach. Such artifacts raise concern regarding possible distortion of the data using this method. It is also noteworthy that the 2-scan and 3-scan cases of the Khondoker et al. method yielded quite different ratio-intensity plots, with the 2-scan case exhibiting considerably greater variability than the 3-scan case. The differences in the ratio-intensity plots suggest that visual displays of the data are useful for rapid examination of data quality.

While scanning at higher sensitivities has been proposed as an approach to improve quantification of low intensity probes [1,8,11], there may be a corresponding increase in the background noise, which would impact the SNR. In the present study, the mean and coefficient of variation of the negative controls were both significantly higher for the medium and high scans compared to the low scan (Figure 2), confirming an increase in the background noise at higher PMT settings. However, this might not be considered relevant if probe signal intensities increase at a greater rate than the background noise with increased scanning sensitivity, since this would result in an improved SNR. Remarkably, investigation of SNRs for the three scanning sensitivities and the multiple scan approaches revealed that the low scan had a median SNR that was considerably higher than that for the medium and high scans (Figure 3). Therefore, our data indicate that maximizing the SNR may not be achieved by scanning at higher PMT setting, since any gains achieved by increasing the PMT appear to be lost due to the increase in background signal. Rather, our data suggest that using this metric, a low scan may be more appropriate. A further advantage of the low scan is that it avoids the need to censor a large proportion of probes due to signal saturation, as discussed previously [3]. 

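Ribosomal protein genes made up a large part of the transcripts that the high scan could not measure. In the high scan, 124 unique probes for 108 named genes were at the saturation value on all 40 arrays, and 0 of these probes were saturated on all 40 arrays in the low scan. They included 45 of 69 ribosomal protein genes, 6 of 16 housekeeping genes and 2 of 16 fibroblast and matrix genes. Fau, a ubiquitin-like ribosomal fusion protein, had a log2 intensity of 15.66 ± 0.47 (SD, n = 40) in the low scan, 16.00 ± 0.32 in the high scan and 15.66 ± 0.26 with the Khondoker et al. 3-scan case, and Rps2, a ribosomal protein, had 15.59 ± 0.58, 16.00 ± 0.32 and 15.60 ± 0.43. The values of the high scan are lower bounds, and their spread is that of the normalization between arrays. The number of saturated spots on an array averaged 7.9 in the low scan (0 to 30), 118 in the medium scan (48 to 204) and 304.0 in the high scan (153 to 534).

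**Figure D5:**
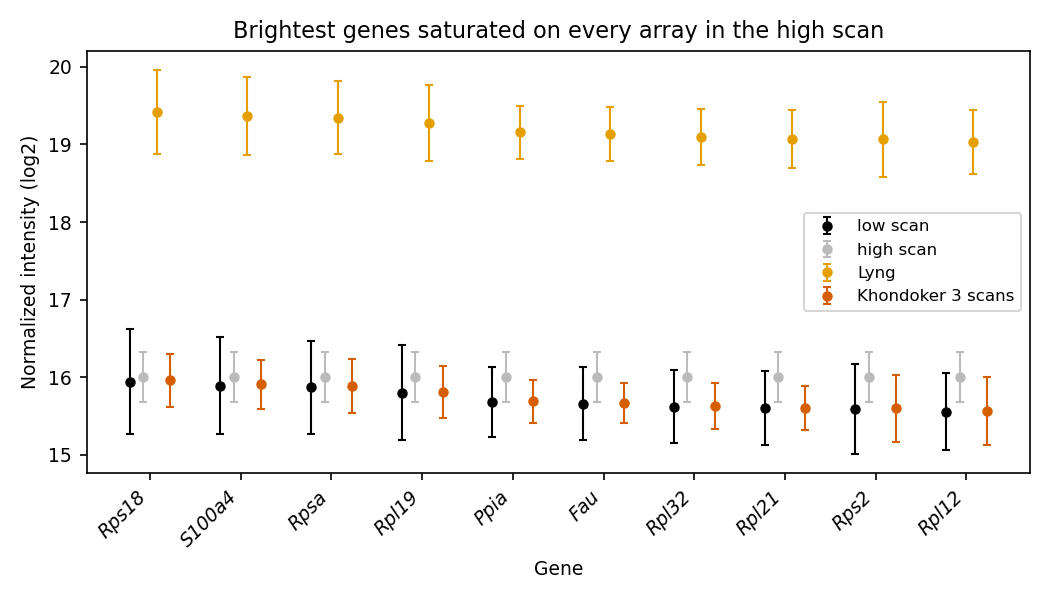
Log2 intensity (y axis) of the 10 genes saturated on all 40 arrays in the high scan that were brightest in the low scan (x axis), mean ± SD over 40 arrays in the low scan, the high scan, the Lyng et al. method and the Khondoker et al. 3-scan case. In the high scan all 10 genes sit at 16.00, while with the Lyng et al. method they lie between 19.03 and 19.42.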

There was considerable disparity among the multiple scan approaches used with respect to mean and coefficient of variation of the negative controls and the median SNR. The relative success of the Khondoker et al. and CSML approaches in generating the highest SNRs likely relates to the lower mean of the negative control probes. The Lyng method replaces values from the high scan that are above a certain threshold (15.6FLUs) with data from the low scan, adjusted by a correction factor. Thus, the high background observed using the Lyng approach is not unexpected as the method is aimed towards addressing censoring due to saturation and not to maximize SNR.

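The Lyng et al. method was rebuilt from the intensities of the low and high scans. The correction factor, from spots of the high scan between 20000 and 30000, averaged 11.6 ± 2.7 (SD, n = 40) and ran from 6.56 to 15.1, and on average 419 spots per array (191 to 712) lay above 50000 and were replaced. Aldoa, a glycolytic enzyme, had a log2 intensity of 18.54 with this method against 16.00 in the high scan and 15.06 in the low scan, whereas Tat, within the unreplaced range, had 10.21 with both. On the same array, the Lyng et al. values and the high scan had a Spearman correlation across spots of 0.99999 and CSML and the high scan of 0.99995 (means of 40 arrays).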

Incorporation of multiple scans should theoretically enable one to obtain more useable data by reducing the impact of quantification error and censoring due to saturation. Comparison of the three multiple scan approaches against the individual scan with the greatest dynamic range (the low scan) revealed no significant improvement in dynamic range (Figure 4). We have defined dynamic range as the proportion of probes that have signals above background (mean plus three standard deviations of the negative control probes) and below 10% of saturation. For multiple scan approaches, the upper end of the dynamic range is determined by the low scan. To increase the dynamic range relative to the low scan would therefore require a reduction in the estimated background. The mean of the negative control probes was indeed reduced by applying specific multiple scan approaches (CSML, Khondoker et al. 2-scan and 3-scan cases; Figure 2a). However, the coefficient of variation for these probes was considerably higher compared to the low scan when a multiple scan approach was applied (Figure 4b). 

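The SD of the negative controls, which sets the background limit together with their mean, averaged 0.164 ± 0.057 (SD, n = 40) log2 units in the low scan. It was 0.349 with the Lyng et al. method, 0.337 with CSML, 0.330 with the Khondoker et al. 2-scan case and 0.252 with the 3-scan case. Olfr978, an olfactory receptor gene above background in the low scan, had an SD between arrays of 0.34 there, 0.43 with CSML, 0.53 with the 2-scan case and 0.41 with the 3-scan case. Above background were 30 of 725 olfactory receptor genes with the Lyng et al. method, 31 with CSML, 19 with the 2-scan case and 32 with the 3-scan case, against 32 in the low scan.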

According to these data, the higher coefficient of variation observed for the multiple scan approaches appears to be responsible for the lack of improvement in dynamic range compared to the low scan. This may be a result of lack-of-fit of the statistical models employed for probes in the background. If multiple scan approaches are to increase the dynamic range, there would have to be improvements in how the approaches handle data for low intensity probes.

In comparing multiple scan approaches, impacts on reproducibility should be considered, as increased reproducibility should translate into improved ability to detect differential gene expression. Comparison of correlation estimates based on the dataset as a whole revealed little difference among the various approaches, with only the 3-scan case of the Khondoker et al. approach yielding a statistically higher correlation (Table 2). However, it is recognized that low abundance genes exhibit lower reproducibility while genes with higher intensity tend to have improved reproducibility [18]. This implies that reproducibility differs across the entire distribution of signal intensities. We therefore partitioned the distribution of signal intensities into percentile bins, thereby improving the resolution in order to detect differences among the approaches. The analysis revealed that over specific intensity ranges, approaches differed with respect to data reproducibility (Figure 5). There was no indication from our data that incorporation of a multiple scanning approach improved data quality below the 30^th ^percentile. It is important to note that roughly 50% of probes were deemed to be within background (Figure 7 and Supplemental Figure 1). Also, there were no gains in reproducibility for probes greater than the 70^th ^percentile. However, for probes within the 30^th ^to 60^th ^percentile, the Khondoker et al. 3-scan case yielded statistically higher correlations compared to all individual scans and multiple scan approaches (Additional File: Table S2). Remarkably, the 2-scan case yielded statistically lower correlations compared to all other approaches, including single scans, indicating that the number of scans is a critical factor for data reproducibility using this method. The residuals for high intensity probes indicate that the assumptions for the model may not have been satisfied in the 2-scan case (Figure 6a). Our data indicate that the correlation estimates are driven primarily by the high intensity probes (Additional File 2: Table S2), and so the increased variance for these probes in the 2-scan case may result in the lower reproducibility observed. The data reveal that 1) not all multiple scan approaches are equal; 2) multiple scan approaches can yield more reproducible data than individual scans; and 3) the number of scans used can markedly impact data quality, including reducing the quality of the data below levels seen for individual scans.

Overall the data show that incorporation of either of the CSML or the Khondoker et al. multiple scan approaches yielded high SNR, low variability of negative controls, extended probe intensity ranges, and high correlations among samples. Given the improved reproducibility of data that can be achieved, it may be desirable to use a multiple scan approach despite the additional scanner and computational time required. A further advantage of using a multiple scan approach is that "optimal" PMT settings need not be estimated in advance or determined empirically, as the user simply scans at a number of PMT settings and applies a multiple scan approach. Issues associated with how well the data fit the model are a concern, as shown here using the CSML and Khondoker et al. 2-scan case. Most importantly, a significant concern is the possibility that application of a multiple scan approach could actually reduce data quality, as was observed for the Khondoker et al. 2-scan case. Assessment of data quality using ratio-intensity plots or other metrics is advisable.

## Conclusions

In summary, using data from a study involving a large number of technical replicates enabled comparison of single scan and multiple scan approaches. Our results revealed clear differences in the distribution of the data, background, SNR, and reproducibility of the data among the methods. The algorithm developed by Khondoker et al. with 3 scans produced the best data according to the metrics assessed in this study. A further advantage of the Khondoker et al. approach is that it can accommodate any number of scans, unlike the Garcia de la Nava and Lyng approaches, which use two scans only. However, our data suggest that the Khondoker et al. approach may not be suitable for use with fewer than 3 scans. While incorporation of a multiple scan approach may not be warranted in all situations, it has the potential to yield better quality and more reproducible data than any individual scan.

## Methods

### Sample preparation, hybridization, and scanning

The datasets used here comprise 40 technical replicates and are publicly available in the NCBI Gene Expression Omnibus database (Accession # GSE19493; http://www.ncbi.nlm.nih.gov/projects/geo). Universal Mouse Reference RNA (Stratagene, CA, USA) was labelled with Cy3 and hybridized to Agilent Mouse G4121A Microarrays. The Cy5 channel measured lung mRNA levels from a toxicology experiment described elsewhere [14]; these were not analysed for the present study. Arrays were incubated overnight at 60°C in Agilent hybridization solution and washed according to manufacturer's instructions. Arrays were scanned at three different PMT settings (Low: 59-65, Medium 75-81, High 85-88) using a ScanArray Express (Perkin-Elmer Life Sciences, Woodbridge, ON, Canada), and data were acquired with ImaGene 5.5 (BioDiscovery, CA, USA).

### Processing and normalization

Non-background subtracted median signal intensity data from the low and high scans were read into R 2.9.0 [16]. Background was estimated as the mean plus 3 standard deviations of the (-)3xSLv1 negative control probes. For the Lyng et al. method, probes with signal intensities between 20,000 to 30,000 FLUs in the high scan were identified. For each of these probes the ratios of the high scan signal intensity to the low scan signal intensity were calculated. The average of these ratios provided the correction factor that was multiplied with the low scan data to impute the corresponding values in the high scan above 50,000 FLUs. For implementing the CSML method, a scatterplot of the low scan versus the high scan sensitivity was constructed to identify the type of saturation (clipping saturation or gamma saturation). Our data exhibited clipping saturation (data not shown). The clipping saturation maximum likelihood approach was written in R. Here the lqs function in the MASS library [19] was used to robustly estimate the required parameters. The Khondoker et al. method was applied to the low, medium, and high scans using the multiscan R library [15]. All data from individual scans and resulting data from the methods using multiple scans were normalized using the cyclic lowess [20] approach in R using the normalize.loess function in the affy library [21].

### Dynamic range analysis

For individual scans, dynamic range was defined as the proportion of data that had signal intensities greater than background and less than 10% of saturation. For multiple scans, the dynamic range was defined as proportion of data that had signal intensities greater than background and less than 10% of saturation of the low scan. Paired t-tests were conducted to identify differences among between all approaches. The p-values were adjusted for multiple comparisons using the Bonferroni approach.

### Correlation analysis

In order to ascertain the reproducibility of the technical replicates, a correlation analysis was done following the methodology outlined in [22]. Rank transformation of the normalized data was used to estimate the correlation matrix. The bootstrap was applied to obtain Bonferroni-adjusted 95% percentile confidence intervals (B = 10,000) for the average correlation for each of the individual scans and for the three multiple scan methods. The correlation analysis was also conducted by stratifying the intensity range of the probes into percentiles based on the median signal intensity for the 40 arrays. For each of the percentiles the estimated correlation and 95% Bonferroni-adjusted confidence intervals (B = 10,000) were obtained.

## Authors' contributions

AW and EMT conceived of the study, planned the approaches used, analysed the data, and wrote the manuscript. EMT performed the microarray hybridizations and data capture. AW carried out the data processing and analysis. AW and EMT have read and approved the final manuscript.

## Supplementary Material

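The table lists the 21 pairs that 7 approaches allow. Each difference is the mean over arrays of the share of useable spots with an approach minus the share with another approach on the same array, as a proportion and not in percent. The adjusted p-value is the p-value of the paired t-test multiplied by the number of pairs. From the deposited values, 15 of 21 pairs fell on the same side of the threshold as in the table and 19 of 21 had the same sign. With a background of the mean plus 2 SDs these numbers were 19 and 20, and with the background on the linear scale 19 and 19.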

Additional file 1 **Pairwise comparisons of the proportion of useable data for all approaches**. Paired t-tests were conducted for all possible pairwise combinations to identify differences in the proportion of useable data. The estimated difference, p-value and Bonferroni adjusted p-value for each comparison are presented. Click here for file

Additional file 2 **Spearman correlations by intensity using percentile bins**. 

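The second table gives, for each approach and each decile of the spots ordered by their median intensity over the 40 arrays, the mean of the Spearman correlations of all pairs of arrays. In the low scan, for example, the mean over all spots is 0.8643 while from the 10th to the 20th percentile it is -0.0156.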

For each of the percentiles determined from the average intensity distribution, the mean and 95% bootstrap percentile confidence intervals are displayed in brackets. Highlighted results indicate significant differences by comparing 95% Bonferroni adjusted confidence intervals for all scans and methods. Orange, significantly higher correlations compared to all other methods. Blue, significantly lower correlations compared to all other methods. Click here for file

Additional file 3 **Distribution of average probe intensity**. The distribution of probe intensity was generated for each single scan and multiple scan method. Overlaid in red is the correlation based on the average intensity for the probes within the sliding window. The upper bound of the estimated background is indicated by the vertical line. The red dashed line extends the correlation over the range of the data to the second y-axis. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

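The study measured Cy3-labelled reference RNA, a pool of RNA from mouse cell lines, on 40 two-colour 22K arrays, and scanned each array at a low, a medium and a high PMT setting. The Cy5 channel of the same arrays carried lung RNA and was not used here. The authors extracted the median signal intensities of every spot and deposited them, as the methods state, without background subtraction. The authors took the log2 values of these intensities, combined the scans with the methods of Lyng et al., CSML and Khondoker et al. where the approach required it, and normalized the arrays of each approach with cyclic lowess. The deposited table holds these normalized log2 values for 280 samples.

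The 120 scan files were read by the position of each spot, since 6 of them list their lines in another order. Each array carries 22575 spots, of which 1257 are controls and 162 are negative controls. Spots of the same probe were averaged to 20868 unique probes for the tests of single probes. The depth of an array is its signal over background, and the precision follows from the spread between the 40 arrays, given with each value.

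The share of spots within background was taken at the mean plus 3 SDs of the negative controls, and useable spots also had to lie below 0.9 of the saturation value. For the combined approaches this upper limit was read from the low scan of the same array. Log ratios were taken against the mean of the 40 arrays and their SD was followed in bins of 0.5 log2 units. Measures of an array were compared between approaches with paired t-tests and Bonferroni-adjusted over 21 pairs. Mean Spearman correlations over 780 pairs of arrays were compared with 10000 bootstrap resamples of arrays and Bonferroni-adjusted 95% intervals. Intervals of differences were adjusted over 21 pairs of approaches and not over the deciles. The level of each probe was tested with limma 3.58.1 in R 4.3.3 on paired differences centred on the median of the array, against a change of 1.5-fold, adjusted by Benjamini-Hochberg, and its spread with the Pitman-Morgan test, adjusted in the same way with an alpha of 0.05. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The method of Lyng et al. was rebuilt with a factor from spots of the high scan between 20000 and 30000 and replacement above 50000. Residuals of the Khondoker et al. estimates were taken after a lowess trend with a span of 0.3.

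Arrays are paired across the approaches by their number. This was checked with the correlation across probes of the log ratios of each approach and the low scan. The mean correlation was between 0.577 and 0.709 on the same array and between -0.0175 and -0.0144 on different arrays, and each of the 40 arrays had its highest correlation with its own number for all 6 approaches. The 7 hybridization blocks hold 4 or 8 arrays.

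The genes named were chosen by a rule written in advance. It takes, for level and for spread in the high scan, CSML and the 2-scan and 3-scan cases, the 5 named genes with the largest change in each direction among those past the threshold, the 3 brightest members of each of the 16 gene lists (housekeeping, ribosomal proteins, cell cycle, hepatocyte, macrophage, T cell, B cell, skeletal muscle, fibroblast and matrix, epithelial, germ cell and testis, pluripotency, lung epithelium, erythroid, neuronal and glial, and olfactory receptors), and up to 10 genes saturated on every array in the high scan. A gene with several probes is represented by the probe that is brightest in the low scan.

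The tests of single probes were tested on simulated data made from the low and high scans, with 200 probes changed. For level, 50 of 50 probes raised by 1 log2 unit and 50 of 50 lowered by as much were called, 40 of 50 raised by 0.8 and 42 of 50 lowered by 0.8, and 0 of 20668 unchanged probes. The unchanged probes had a simulated change of 0 and were tested against 1.5-fold, so calls among them were hardly possible. False calls among probes whose change lies near 1.5-fold were not simulated. For spread, 81 of 100 probes with an SD multiplied by 2 were called, 89 of 100 with an SD multiplied by 0.5, and 9 of 20668 unchanged probes. The simulated values were normal and independent between arrays, without hybridization blocks or outlying values. In the data, single blocks turned the SD ratios of several named genes, so the simulated rates of false calls need not hold there.

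The alternatives tried were other normalizations, the intensities of the scans with no normalization, centring on the 75th percentile, other limits of background and saturation, other definitions of the signal-to-noise ratio, tests without pairing, exact sign-flip tests over the means of the 7 blocks, Pearson correlations, pairs of arrays within or between blocks, and leaving out each block. The exact test over blocks can give no p below 0.0156 and was judged before adjustment. The settings of the cyclic loess alternative (pairs of arrays, 1 iteration), the place where the upper limit was applied and the settings of the residuals and of the weights in the 2-scan case (smallest gap between scans 0.2, span 0.3) were settled after the data had been opened. Groups of 40 arrays were not searched for outlying arrays.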

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

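No test in this part was chosen after its result was seen, and the predictions of the tests below were written first.

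Lung, erythroid and olfactory receptor genes that the paper does not name gave signal above the limit set by the negative controls in the low scan. These were 11 of 15 lung epithelium markers, of which Scgb1a1, Sftpc and Hopx were brightest at 11.87, 10.76 and 9.28 log2 units, 3 of 6 erythroid markers (Hba-a1, Hbb-b2 and Alas2, at 11.66, 9.77 and 7.51), and 32 of 725 olfactory receptor genes, led by Olfr571 at 9.98. The source of this signal was not tested, and the lung RNA in the other channel of the same arrays remains a possible source. In the high scan, 108 named genes were at the saturation value on all 40 arrays, which the paper does not list.

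The first pattern weighed is the higher signal-to-noise ratio of the high scan, as a difference of log2 values. With no normalization between arrays the difference from the low scan was 0.360 (SD 0.118, positive on 40 of 40 arrays), so the normalization by the authors is excluded as its source. Bright probes gained 1.17 log2 units more than the negative controls (SD 0.312), which is what a part of the background that does not grow with the PMT setting would give. No biological explanation was tested.

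The second pattern is the higher mean Spearman correlation of the Khondoker et al. 3-scan case. The plain mean of the 3 scans of an array gave 0.90, above the 0.8812 of the 3-scan case, so averaging of noise between scans may account for the gain. No biological explanation was tested.

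The third pattern is the lower correlation of the 2-scan case in the top decile. The plain mean of the low and high scans gave 0.867 there against 0.864 in the low scan. This argues against too little information in 2 scans for ranking the spots by a plain mean. It cannot tell whether 2 scans are enough to fit the model of Khondoker et al., which was not tested here. The paper reports a scale term near 0 in the 2-scan case and proposes that this may explain the difference. The share of top-decile estimates that lie close to either scan was 0.485 (SD 0.232), between the share above 0.5 that this explanation predicted and the share under 0.2 that would speak against it, so whether each estimate follows a single scan cannot be told. The share near the middle between the scans was 0.0140 (SD 0.0329), and the median weight of the high scan was -0.0353 (SD 0.183), where 0 is the low scan, so these values lie on the side of the low scan without meeting the bound set beforehand. No biological explanation was tested.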

How the results depend on the processing

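The alternatives named as added were chosen after seeing the data.

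For the 98 results that answer a comparison, 829 of 959 alternative values kept their direction and their side of the threshold or stayed close, 30 no longer passed, 1 newly passed, 32 turned their direction and 67 moved. For the 104 results on single genes, 1112 of 1228 kept both, 83 no longer passed, 5 newly passed and 28 turned. The cause was not tested for any change below unless it is stated. All replicates are technical. With arrays centred on their median, 0 of the 11691 probes within background in the low scan were called for level. All calls were then among the 9177 above it. The median of an array lies among the probes within background, so this centring limits their change. The other centring given below called most olfactory receptor genes lower in the high scan. Most of these genes lie within background in the low scan, so the split does not hold there.

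Without the outer 0.5% of probes at each end, the intensity range was 6.68 in the low scan, 7.53 in the medium scan, 7.92 with Lyng et al., 7.13 with CSML, 7.02 with the 2-scan case and 7.31 with the 3-scan case. Without control spots the medians of the low, medium and high scans were 7.29, 8.995 and 9.97. With a background of the mean plus 2 SDs, which lowers the limit by construction, the share within background was 51.8%, 52.6%, 52.5%, 52.5%, 52.2%, 55.1% and 50.6% in the low, medium and high scans, Lyng et al., CSML, and the 2-scan and 3-scan cases.

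On linear intensities the coefficient of variation of the negative controls exceeded the low scan by 0.155 in the medium scan and 0.0905 in the 3-scan case and did not pass. Divided by the linear mean of the negative controls, the signal-to-noise ratio minus that of the low scan was -0.0321 in the medium scan, -0.0431 in the high scan and -0.0431 with Lyng et al. Divided by their SD it was -0.176, -0.161 and -0.161 for these, -0.131 with CSML, -0.504 with the 2-scan case and -0.0130 with the 3-scan case.

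For useable data minus the low scan, a background of the mean plus 2 SDs gave -1.76 in the medium scan, -1.22 with Lyng et al., -0.904 with CSML and 0.196 with the 3-scan case. A background on the linear scale gave -0.313, -0.239 in the high scan, 0.603, 0.774 and 1.54. Without the pairing by array, the differences of the medium scan, Lyng et al. and CSML were -2.42, -2.04 and -1.70 and did not pass. The exact sign-flip test over block means gave -1.51 with Lyng et al. and -1.17 with CSML, which no longer passed, and 0.162 with the 3-scan case, which turned its direction and did not pass.

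From the 30th to the 40th percentile, the Spearman difference of the 3-scan case from the low scan was 0.00583 for pairs from different blocks, 0.0138 for pairs within a block, 0.00693 with blocks resampled and 0.00693 without the pairing by array, and none excluded 0. With deciles set on the other 20 arrays, added later, it was 0.00898, and 0.0154 from the 40th to the 50th percentile. Over all spots, pairs within a block gave -0.00314 for the high scan, -0.00312 for Lyng et al. and -0.00187 for CSML. The 2-scan case, at -0.00567, no longer passed with blocks resampled or without the pairing by array. With Pearson correlations the differences were -0.00609 for the medium scan, which newly passed, -0.00962 for the high scan, -0.00765 for Lyng et al., -0.00790 for CSML and -8.3e-05 for the 3-scan case.

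Against a 2-fold change, limma called 0 probes higher and 12 lower in the medium scan, 0 and 50 in the high scan, and 0 higher with Lyng et al., CSML and the 3-scan case. Centred on the 75th percentile, it called 0 higher and 2574 lower in the medium scan, 0 and 8850 in the high scan, 0 and 8727 with Lyng et al., 0 and 8509 with CSML and 0 and 1 with the 3-scan case. Without the pairing by array it called higher 0 in the medium scan, 1214 in the high scan, 1447 with Lyng et al., 987 with CSML and 0 with the 3-scan case. From scans with no normalization it called 0 higher in the medium scan.

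For the spread between arrays, the F test without pairing called lower 217 probes in the medium scan, 153 in the high scan, 79 with Lyng et al., 131 with CSML, and 5338 higher and 146 lower with the 3-scan case. Divided by the slope, the counts higher and lower were 4293 and 763, 4694 and 665, 3572 and 724, 4149 and 671, 9917 and 535 for the 2-scan case, and 3028 and 1609 for the 3-scan case. With no normalization they were 6403 and 1971 in the medium scan, 1469 and 1895 in the high scan and 1471 and 1868 with Lyng et al. Cyclic loess on the scans gave 1489 lower in the high scan and 1566 with Lyng et al., quantile normalization of the scans 140 lower with Lyng et al., and quantile normalization of the deposited values 521 lower with CSML.

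Centred on the 75th percentile, the changes in the high scan turned to -0.29 for Mcm6, -0.11 for Trf, -0.43 for Tat, -0.065 for Acta1, -0.20 for Vim, -0.44 for Krt18, -0.13 for Pgk2, -0.45 for Prm2, -0.45 for Alas2, -0.023 for Olfr1221 and -0.0061 for Olfr978. With the hybridization block as a covariate that of Dppa5a turned to 0.0056. In the bottom decile, the residual of the 2-scan minus the 3-scan case was -0.0171 as an inter-quartile range and -0.0658 with the low and high scans only, added later.

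Leaving out each hybridization block in turn, useable data minus the low scan ran from -2.64 to -1.39 with Lyng et al., from -2.31 to -1.03 with CSML and from -0.867 to 0.441 with the 3-scan case. The Spearman difference from the low scan ran from -0.00257 to 0.00144 for the medium scan, from -0.00205 to 0.00467 for the high scan, from -0.00208 to 0.00463 for Lyng et al., from -0.000878 to 0.00607 for CSML and from -0.00831 to -0.00425 for the 2-scan case. The log2 ratio of SDs ran, in the high scan, from -2.49 to 0.47 for Khdrbs1, -2.19 to 0.38 for Supt16 and -2.13 to 0.72 for Gpha2. In the 2-scan case it ran from -2.22 to 0.49 for Gbp7, -2.03 to 0.11 for Supt16, -1.76 to 0.24 for Calb2, -1.82 to 1.06 for Rgs18 and -1.84 to 0.61 for Best1. In the 3-scan case it ran from -2.66 to 0.83 for Sorbs2, -2.69 to 0.14 for Gpha2, -2.41 to 0.26 for Caskin1, -2.60 to 0.29 for Khdrbs1 and -2.32 to 0.59 for Gbp7, and with CSML from -2.29 to 0.46 for Khdrbs1, -2.09 to 0.39 for Supt16 and -1.70 to 0.86 for Gbp7.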

Differences from the paper's values

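No test in this part was chosen after its result was seen.

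For the signal-to-noise ratio, the paper's medians, read by eye from Fig. 3, are about 0.059 for the low scan, about 0.027 for the medium scan, about 0.016 for the high scan, about 0.016 for Lyng et al., about 0.066 for CSML, about 0.068 for the 2-scan case and about 0.075 for the 3-scan case. The medians obtained here are 0.334, 0.614, 0.682, 0.691, 0.673, 0.542 and 0.531 with the definition of the figure legend, the median of the log2 values minus the mean of the negative controls. With the median log2 value divided by the linear mean of the negative controls, the medians are 0.0594 for the low scan, 0.0656 for CSML, 0.0695 for the 2-scan case and 0.0748 for the 3-scan case, and those of the other approaches round to the values read from the figure, so that none differ. With the other alternatives chosen before the data were examined they still differ. The text of the paper states that the ratio falls with increasing PMT, whereas the difference of log2 values rises.

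For the difference in the proportion of useable data, Table S1 gives 0.00178959 for CSML minus the low scan, and -0.0170 was obtained here. A pair was counted as different when the signs differed or the gap exceeded the SD of the difference between arrays. With the background on the linear scale the value is 0.00774, which is larger than the table's but has its sign and lies within that SD (0.0472), and with the other alternatives chosen before the data were examined the sign is opposite. For the 3-scan case minus the low scan the table gives 0.0022392 against -0.00192 here. The sign is the table's with a background of the mean plus 2 SDs (0.00196), with the background on the linear scale (0.0154), with the means of the hybridization blocks (0.00162), and without block 5 (0.00203) or block 6 (0.00441), and differs with the other alternatives chosen before the data were examined.

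Further statements differ. The paper reports useable data of the low and medium scans as not significantly different, and here the medium scan differed by -2.42 percentage points and was lower on 32 of 40 arrays (paired t-test, Bonferroni-adjusted p = 3.2e-04, from 2.8e-18 to 1 over the alternatives). CSML was not shown to exceed the medium scan here (difference 0.721, higher on 23 of 40 arrays). The 3-scan case exceeded Lyng et al. by 1.85 on 33 of 40 arrays and CSML by 1.51 on 32 of 40, which Table S1 does not list as different. For Spearman correlations the paper compares the intervals of the approaches and states that only the 3-scan case differed. By that comparison the same holds here over all spots, as the interval of the 2-scan case (0.8538 to 0.8639) overlaps that of the low scan (0.8581 to 0.8709). From the 30th to the 40th percentile, where the paper reports a gain, the interval of the 3-scan case here overlaps that of the low scan. Over all spots the following paired differences were found. By paired differences, another method, the 2-scan case was lower than the low scan by -0.00567, which no longer passed with blocks resampled or without block 1, 5, 6 or 7, and CSML was higher than the high scan by 0.00124. The probe means of the low scan cover 9.23 log2 units here, where the paper gives 7-8, and those of Lyng et al. reach 19.42, where the paper gives 18.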

Other observations

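The swaps of approach labels described here were planned and no test was added after seeing results.

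Labels of an approach and the low scan were swapped at random within arrays, and the real grouping was counted among the 100 groupings. For level, limma called 1118 probes in the medium scan, 3470 in the high scan, 3697 with Lyng et al., 3229 with CSML and 1321 with the 3-scan case. The other groupings gave at most 0, so 1 of 100 reached each real count. Swaps pull the mean change of a probe towards 0, where the limit of 1.5-fold is hardly passed. Any real count above 0 would then give 1 of 100, so no conclusion on chance is drawn for level. For the 2-scan case limma called 0 probes (0 at an unadjusted p under 0.05) and at most 0 in the other groupings, so 100 of 100 reached it. With a real count of 0 every grouping reaches it by construction, so these swaps tell nothing about chance, which cannot be excluded. For spread, the Pitman-Morgan test called 15382 probes in the medium scan (highest of the other groupings 2360) and 16686 in the high scan (3652). It called 16478 with Lyng et al. (3855), 16422 with CSML (7173), 17493 with the 2-scan case (4618) and 10556 with the 3-scan case (482). So 1 of 100 reached each real count, the smallest share that 100 groupings can give. The real counts exceed what these swaps gave. The swaps alone gave up to 7173 calls, so not every call need be real. Labels were swapped array by array, so arrays of the same hybridization block were treated as independent. Whether the counts depend on the normalization between arrays is not decided by these swaps.

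On the same array, the Spearman correlation across spots was 0.885 between the low and medium scans, 0.887 between the low and high scans and 0.886 between the medium and high scans (means of 40 arrays), and spots are not independent replicates.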
